# Mixed-Lineage Leukemia 1 Inhibition Enhances the Differentiation Potential of Bovine Embryonic Stem Cells by Increasing H3K4 Mono-Methylation at Active Promoters

**DOI:** 10.3390/ijms241511901

**Published:** 2023-07-25

**Authors:** Chen Li, Xuejie Han, Jing Wang, Fang Liu, Yuanyuan Zhang, Zihong Li, Zhenyu Lu, Yongli Yue, Jinzhu Xiang, Xueling Li

**Keywords:** bovine embryonic stem cells (bESCs), pluripotent, H3K4me1 modification, DNA methylation modification

## Abstract

Mixed-lineage leukemia 1 (MLL1) introduces 1-, 2- and 3-methylation into histone H3K4 through the evolutionarily conserved set domain. In this study, bovine embryonic stem cells (bESCs, known as bESCs-F7) were established from in vitro-fertilized (IVF) embryos via Wnt signaling inhibition; however, their contribution to the endoderm in vivo is limited. To improve the quality of bESCs, MM-102, an inhibitor of MLL1, was applied to the culture. The results showed that MLL1 inhibition along with GSK3 and MAP2K inhibition (3i) at the embryonic stage did not affect bESCs’ establishment and pluripotency. MLL1 inhibition improved the pluripotency and differentiation potential of bESCs via the up-regulation of stem cell signaling pathways such as PI3K-Akt and WNT. MLL1 inhibition decreased H3K4me1 modification at the promoters and altered the distribution of DNA methylation in bESCs. In summary, MLL1 inhibition gives bESCs better pluripotency, and its application may provide high-quality pluripotent stem cells for domestic animals.

## 1. Introduction

Mixed-lineage leukemia 1 (MLL1), also known as MLL, KMT2A, HRX, HTRX and ALL1, is one of the six mixed-lineage leukemia (MLL) family histone methyltransferases (HMT) in mammals [1,2,3]. It mainly introduces 1-, 2- and 3-methylation into histone H3K4 through the evolutionarily conserved set domain. MLL1 and H3K4 methylation (H3K4me) take place in the promoter, transcription initiation site and 5′ transcription region of target genes and promote transcription initiation, so they play an important role in transcriptional regulation, especially in the early development of zygotic gene activation (ZGA) and hematopoiesis [4,5].

The H3K4 HMT activity of MLL1 is controlled by the core complex, which is composed of MLL1 and WDR5. The activity of MLL1 alone is weak, but its H3K4 HMT activity is greatly enhanced with the formation of the core complex [6]. The MLL1 core complex consists of WDR5 and MLL1 proteins [6,7]. By disrupting the protein interaction between WDR5 and MLL1, the MLL1 core complex can be effectively dissociated and MLL1 activity can be inhibited [8]. MM-102 is one of the compounds that can prevent the interaction between MLL1 and WDR5, inhibiting MLL1 activity. When mouse bone marrow cells transfected with the *MLL1-AF9* fusion gene were cultured with MM-102, the expression of *MLL1* target genes *HoxA9* and *Meis-1* was greatly reduced [9]. Furthermore, down-regulating H3K4me3 through MM-102 can improve ZGA and abnormal expression patterns of epigenetic chromatin-modifying enzymes, as well as pluripotency and apoptosis genes in the blastocyst stage, and greatly improve efficiency and embryo quality in porcine somatic cell nuclear transfer, making it closer to that of in in vivo embryos [10]. Our latest research found that adding appropriate concentrations of MM-102 and 3i (MM-102, PD0325901 and CHIR99021) during the ZGA stage of mouse and bovine in vitro fertilization (IVF) embryo development can greatly improve the development of IVF blastocysts without affecting their quality [11]. MM-401 is another inhibitor of MLL1, and can transform mouse EpiSCs into a naïve pluripotent state [12]. MLL1 inhibition causes the redistribution of H3K4me1 in enhancers, germline determinants and EpiSC markers to regulate the pluripotency regulatory network and restore the ability of EpiSCs to participate in embryonic development and germline chimerism [12]. However, there is still a lack of relevant experimental studies on whether MLL1 inhibition by MM-102 alone or combined with other small-molecule inhibitors can transform human or livestock prime ESCs into a naïve state.

Cattle provide humans with high-quality meat products and nutritious dairy products, which have important economic and research value. The establishment of bovine pluripotent stem cells (bPSCs) has great significance for germplasm conservation, gene editing, breeding and understanding the developmental specificity of ruminants. In 2018, Bogliotti et al. obtained bovine prime ESCs, known as CTFR-bESCs, in a culture system supplemented with fibroblast growth factor 2 (FGF2) and WNT signaling pathway inhibitor IWR1, which exhibited characteristics of prime PSCs [13]. Recently, bovine expanded pluripotent stem cells were established from blastocysts or via the reprogramming of bovine embryonic fibroblasts, which possess embryonic and extraembryonic development potential [14]. However, whether we can transform bovine prime ESCs into a naïve state remains undetermined.

In this study, bovine prime ESCs were established from normal cultured IVF embryos, or those treated with MM-102 or 3i (MM-102, PD0325901 and CHIR99021)-. MM-102 improved the pluripotency and enhanced the capacity of the differentiation of bESCs. At the same time, after the addition of MM-102, bESCs could differentiate the endoderm in teratoma in vivo, and the signaling pathways of pluripotency were activated by MM-102 treatment. The effects of MLL1 inhibition on H3K4 methylation were determined via RNA-sequencing, Western blotting and ChIP-Seq analysis of H3K4me1. The modification pattern of H3K4me1 was altered by MM-102. In particular, the quantity of H3K4me1 in the promoter region of the genes was decreased, but the total H3K4me1 modification was significantly increased in the treated cells. Moreover, DNA methylation was comprehensively investigated via genome-wide DNA methylation sequencing. The pattern of DNA methylation modification was also significantly altered after MM-102 treatment, the methylation level of the promoter was reduced, and the expression of DNMT3B was significantly increased. This study will provide new insight into stem cell state transformation through the regulation of epigenetic modification.

## 2. Results

### 2.1. MLL1 Combined with Gsk3 and Map2k Inhibition (3i) at Embryonic Stage Did Not Affect bESCs’ Establishment and Pluripotency

Previously, we found that MLL1 combined with GSK3 and MAP2K inhibition improves the development and the quality of in vitro-fertilized embryos [11]. In this study, a CTFR-bESC culture system was applied to establish bovine- ESCs from MM-102 (50 μM)-, 2i (0.5 μM PD0325901 and 3 μM CHIR99021)- and 3i (2i plus 30 μM MM-102)-treated bovine IVF embryos (Figure 1A). When embryos formed blastocysts at 7–8 days, the blastocysts, removed from the zona pellucida, were plated to establish bESCs using mouse fetal fibroblast (MEF) feeder cells. The obtained bESC cell lines were named bESCs-102, bESCs-2i and bESCs-3i (Figure 1A and Figure S1A). The establishment rate of bESCs-F7 by CTFR was 6.82%, while the establishment rates of bESCs-2i, bESCs-102 and bESCs-3i were increased to 14.29%, 10.00% and 8.33%, respectively (Figure S1B). Although the IVF embryos that inhibited GSK3 and MAP2K generated more bESCs cell lines, the bESCs-2i cells proliferated slowly with weak alkaline phosphatase (AP) staining, and they hardly survived subculture (Figure S1C). bESCs-102, where MLL1 was inhibited, also grew slowly and showed weak AP staining, but this cell line could form colonies with clear edges and survived subculture for more than 20 passages (Figure 1B). bESCs-3i, with simultaneously inhibited MLL1, GSK3 and MAP2K, was similar to bESCs-F7, exhibiting strong AP-positive cells and forming colonies with clear edges, and survived in subculture for more than 60 passages (Figure 1B). All of the cell lines maintained a normal karyotype, with 60 chromosomes (Figure 1B). Immunofluorescence staining (IF) analysis revealed that bESCs-F7, bESCs-102 and bESCs-3i expressed the pluripotency transcription factors OCT4, SOX2, NANOG and SSEA4 (Figure 1C). For SSEA1, which was considered a naïve pluripotency marker, only a few positive cells could be observed in bESCs-F7, and more fluorescent cells could be found in bESCs-102 and bESCs-3i (Figure 1C). At the same time, regarding TRA-1–60, a prime pluripotency marker, positive cells could be weakly observed in bESCs-F7 and bESCs-3i, and regarding TRA-1-81, a naïve pluripotency marker, positivity was strongly observed only in bESCs-102 (Figure S1D). To confirm the change in pluripotency, the proportion of SSEA4- and SSEA1-positive cells in bESCs was analyzed via flow cytometry. The results showed that bESCs-F7 contained 98.12% SSEA4-positive cells, while the percentages in bESCs-102 and bESCs-3i were reduced to 97.23% and 85.21% (Figure 2A). bESCs-F7 contained 58.90% SSEA1-positive cells, and the percentages of bESCs-102 and bESCs-3i were reduced to 18.53% and 40.24% (Figure 2A). We performed transcriptome analyses on bESCs-F7, bESCs-102 and bESCs-3i via RNA sequencing (RNA-seq). 

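The lines bESCs-F7, bESCs-102 and bESCs-3i were each represented by 5 libraries of polyA RNA. bESCs-F7 came from embryos without inhibitor, and bESCs-102 from embryos treated with 50 µM MM-102, an inhibitor of the H3K4 methyltransferase MLL1. bESCs-3i came from embryos treated with 30 µM MM-102, 0.5 µM of the MAP2K inhibitor PD0325901 and 3 µM of the GSK3 inhibitor CHIR99021. Each treatment of embryos is represented by 1 line, so a difference between these treatments is also a difference between lines. The deposited values are raw counts per gene, which the authors obtained with HISAT2 and featureCounts. The libraries held 11034122 to 17744165 counts in bESCs-F7, 13819265 to 17529804 in bESCs-102 and 12970575 to 23723764 in bESCs-3i. In each of these lines 2 libraries are named by a passage and 3 are numbered, a division that is treated as a possible batch. Expression is given in CPM (counts scaled to a common library size) after TMM scaling within each comparison, and every log2 fold change is that of the treated line over bESCs-F7. Genes that filterByExpr kept were compared with the quasi-likelihood F test of edgeR, and a gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1.5. Groups of genes listed before the data were examined were compared with the other genes by camera at a preset correlation of 0.01, and no group was called in any comparison when camera estimated the correlation. The labels do not state that the libraries of a line came from separate cultures, so a p measures only the spread between these samples. Positions are those of the deposited table, for which the labels and the paper's RNA-seq methods give no genome build.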

The analysis of naïve and prime genes revealed that bESCs-F7 and bESCs-3i showed similar pluripotent gene expression patterns, and bESCs-102 showed higher expression levels in naïve and prime marker genes (Figure 2B). 

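Core pluripotency genes were lower in bESCs-102 than in bESCs-F7 as a group, while primed markers were close to their level in bESCs-F7 in both lines from treated embryos. All 8 core genes tested had a negative log2 fold change in bESCs-102, with a median of −1.44 (camera adjusted p = 0.00384, adjusted p = 0.928 with an estimated correlation). NANOG, a transcription factor of the core network, lies on chromosome 5 from 101871073 to 101876226 and was at 3.95 ± 2.77 CPM (SD, n = 5) in bESCs-102 and 25.0 ± 23.8 CPM in bESCs-F7. Its log2 fold change was −2.66 (standard error 0.81, edgeR adjusted p = 0.439). POU5F1, which encodes OCT4, was at 117 ± 133 CPM in bESCs-102 and 517 ± 492 CPM in bESCs-F7 (edgeR adjusted p = 0.617), and SOX2 had a log2 fold change of −0.039 in bESCs-102 and 0.017 in bESCs-3i.
Of the naïve markers, 9 of 11 were lower than in bESCs-F7 in bESCs-102, with a median of −0.76 (camera adjusted p = 0.0291, adjusted p = 0.928 with an estimated correlation). In bESCs-3i 7 of 8 were lower, with a median of −0.87 (camera adjusted p = 0.00814, adjusted p = 0.670 with an estimated correlation). TBX3, a transcription factor of the naïve state, was at 0.286 ± 0.183 CPM in bESCs-3i and 4.47 ± 5.48 CPM in bESCs-F7 (edgeR adjusted p = 0.230). Primed markers had a median of 0.077 over 19 genes in bESCs-102 (camera adjusted p = 0.572) and −0.052 over 18 genes in bESCs-3i (camera adjusted p = 0.848). No member of these groups was called by edgeR, and adjusted over the list alone only 1 naïve marker in bESCs-3i passed.
Of the genes in Figure 2B, 8 of 10 primed markers and 3 of 4 naïve markers tested were above 0 in bESCs-102. In bESCs-3i 3 of 10 and 1 of 4 were, and none was called in either line. The zinc finger gene ZNF521 was at 85.7 ± 35.9 CPM in bESCs-102 and 36.6 ± 15.7 CPM in bESCs-F7 (edgeR adjusted p = 0.407). Without the library F7_2 the core group of bESCs-102 had a median of −0.52 (camera adjusted p = 0.0863), and with the libraries named by passage alone it stood at 0.32 (camera adjusted p = 0.279). The primed markers of bESCs-102 were called with the libraries named by passage alone, at a median of 0.33 (camera adjusted p = 0.0327). The naïve groups were not called with the libraries named by passage alone (camera adjusted p = 0.290 in bESCs-102 and 0.247 in bESCs-3i), nor in bESCs-102 without F7_1, F7_2, i102_P8 or i102_P13 (camera adjusted p = 0.194, 0.144, 0.175 and 0.0679) or in bESCs-3i without i3_P15 (camera adjusted p = 0.0640).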

The expression of pluripotency genes such as *OCT4*, *SOX2*, *NANOG*, *NCAM1*, *TET1*, *STELLA*, *REX1* and *TEAD4* was also confirmed via quantitative real-time PCR (qRT-PCR), and no significant difference between bESCs-F7 and bESCs-3i was found (Figure 2C). However, the expression of these genes was slightly lower in bESCs-102 cells, and the expression level of *REX1* was higher in bESCs-3i (Figure 2C).

To detect the differentiation ability of the cells, in vitro embryoid body (EB) formation and in vivo teratoma formation experiments were performed. The results showed that bESCs-102 and bESCs-3i cells differentiated into three germ layer cells in vitro, similarly to bESCs-F7 (Figure S1E). However, bESCs-102 and bESCs-3i cells easily formed teratomas when injected into NOD-SCID mice in vivo, and the teratoma percentage was significantly higher for bESCs-102 (46.15%) and bESCs-3i (92.86%) than for bESCs-F7 (13.33%) (Figure S1F). Furthermore, the size of the teratoma formed from bESCs-3i was bigger, and the derivatives of the ectoderm and mesoderm could be easily detected (Figure 2D). bESCs-102, bESCs-2i and bESCs-3i have almost no endodermal derivatives in teratoma formation in vivo.

In summary, MLL1 inhibition, and MLL1 combined with GSK3 and MAP2K inhibition (3i), did not affect bESCs’ establishment or pluripotency, and bESCs established from 3i-treated bovine embryos had better differentiation potential. In other words, bESCs-102 showed a greater ability to express pluripotency genes.

### 2.2. MLL1 Inhibition Improved the Differentiation Potential of CTFR-bESCs

Given that MM-102 treatment of embryos altered the pluripotency of the established bESCs, we wondered whether MM-102 could induce similar changes in the bESCs-F7 culture system. Different concentrations of MM-102 (0 μM, 10 μM, 30 μM, 50 μM and 70 μM) were added to CTFR, and the cells exhibited slow proliferation, loose colonies and massive cell death when MM-102 was added in quantities over 10 μM. After screening, we confirmed two protocols; one involved the addition of 5 μM of MM-102 to CTFR in long-term cultures, and in the other, bESCs were cultured for 7 days with the addition of 50 μM MM-102, and then switched back to CTFR. The derived cell lines were named bESCs-102-5 and bESCs-102-50 (Figure 3A). bESCs-102-5 and bESCs-102-50 had an AP-positive and correct karyotype, and clones of bESCs-102-5 had clearer edges (Figure 3B). The protein expression of OCT4, SOX2, NANOG, SSEA1 and SSEA4 were determined via IF (Figure 3C). TRA-1-60 could be detected in both bESCs-102-5 and bESCs-102-50, and TRA-1-81 was observed in bESCs-102-5 but not in bESCs-102-50 (Figure S2A). We also examined the SSEA4- and SSEA1-positive cells in bESCs-102-5 and bESCs-102-50, via flow cytometry. The proportion of SSEA4 increased from 67.72% (bESCs-F7) to 98.93% (bESCs-102-5) and 93.11% (bESCs-102-50) (Figure 4A). The proportion of SSEA1 in bESCs-F7 was 4.20%, and it increased to 65.69% in bESCs-102-5 and 39.90% in bESCs-102-50 (Figure 4A). 

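bESCs-102-5 and bESCs-102-50 are bESCs-F7 cells cultured with 5 µM and 50 µM MM-102, the latter for 7 days, so these groups and bESCs-F7 belong to 1 line. By the paper, the cells at 5 µM stayed in the inhibitor over a long culture, and those at 50 µM returned to CTFR after the 7 days. Groups named by dose here therefore differ in length of exposure and in withdrawal as well as in dose. Each was represented by 5 libraries of polyA RNA, of 15408892 to 17668363 counts in bESCs-102-5 and 14782868 to 17875702 in bESCs-102-50. The last numbers in the names F7_5_22, F7_5_25, F7_50_19 and F7_50_25 are read as passages, which the labels do not state. The raw counts were compared with those of the same bESCs-F7 libraries as above, over 14951 genes for 5 µM and 15114 genes for 50 µM. In simulated counts at these group sizes, 67% and 70% of genes changed by a log2 of 2 were called for 5 µM and 50 µM, and 87% and 98% of genes changed by a log2 of 3. The changed genes had a mean of at least 2 CPM, and counts were drawn independently for each gene. Differences that libraries of a group share across genes were not simulated, so these percentages are not the power in the real libraries. Both comparisons use the same bESCs-F7 libraries, so a value that sets these libraries apart enters both.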

To further investigate the pluripotency of MM-102-treated cells, we analyzed the expression of typical naïve and prime pluripotent markers identified in human ESCs after transcriptome sequencing. 

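Primed markers were called higher as a group at 5 µM MM-102 at the preset correlation. At 50 µM they were called without a replicate block on the library numbers and not with it. The core factors OCT4, SOX2 and NANOG were not called at either dose. Of 18 primed markers tested, 14 were above their level in bESCs-F7 in bESCs-102-5, with a median log2 fold change of 0.19 (camera adjusted p = 0.00386, adjusted p = 0.326 with an estimated correlation). In bESCs-102-50 12 of 18 were, with a median of 0.20 (camera adjusted p = 0.0473, adjusted p = 0.876 with an estimated correlation). SALL2, a zinc finger transcription factor, had a log2 fold change of 0.48 at 5 µM, and ZIC3, another zinc finger factor, one of 0.78 at 50 µM.
Naïve markers went the other way at 5 µM, where 9 of 13 were below 0 with a median of −0.80 (camera adjusted p = 0.0113, adjusted p = 0.584 with an estimated correlation). TBX3 was at 0.755 ± 0.299 CPM (SD, n = 5) in bESCs-102-5 against 4.34 ± 5.29 CPM in bESCs-F7 (edgeR adjusted p = 1.00). At 50 µM 6 of 13 were above 0, with a median of −0.21 (camera adjusted p = 0.567). KLF4, a factor of the naïve network, was at 27.7 ± 24.4 CPM in bESCs-102-50 and 9.44 ± 11.0 CPM in bESCs-F7 (edgeR adjusted p = 0.965).
POU5F1 lies on chromosome 23 from 27769893 to 27774392. It was at 543 ± 428 CPM in bESCs-102-5 and 465 ± 445 CPM in bESCs-F7, a log2 fold change of 0.22 (standard error 1.18). At 50 µM it stood at 678 ± 478 CPM, a log2 fold change of 0.41 (standard error 0.78). SOX2 was at 270.2 ± 27.6 CPM in bESCs-102-50 and 219.8 ± 88.8 CPM in bESCs-F7. One library of bESCs-102-5, F7_5_25, held 0.335 CPM of POU5F1, while the other 4 held 357 to 1203 CPM. No marker was called by edgeR at either dose, and none passed when adjusted over the list alone.
Of the genes in Figure 4B, 8 of 10 primed and 3 of 8 naïve markers tested were above 0 in bESCs-102-5. In bESCs-102-50 6 of 10 and 5 of 8 were. The naïve group at 5 µM was not called without F7_1, F7_2 or F7_5_25 (camera adjusted p = 0.287, 0.403 and 0.392) or with a minimum of 10 counts (camera adjusted p = 0.184), and with the libraries named by passage alone it stood at 0.27 (camera adjusted p = 0.975). The primed group was not called at 5 µM without M102_5_2 (camera adjusted p = 0.0558) or with the libraries named by passage alone (camera adjusted p = 0.234), nor at 50 µM without F7_P11, F7_P21, F7_1, F7_50_19, F7_50_25 or M102_50_1 (camera adjusted p = 0.0788 to 0.168), with the numbered libraries alone, where it stood at 0.045 (camera adjusted p = 0.688), with a replicate block (0.29, camera adjusted p = 0.0949), or under 5 further settings (camera adjusted p = 0.0528 to 0.0985).

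**Figure D1:**
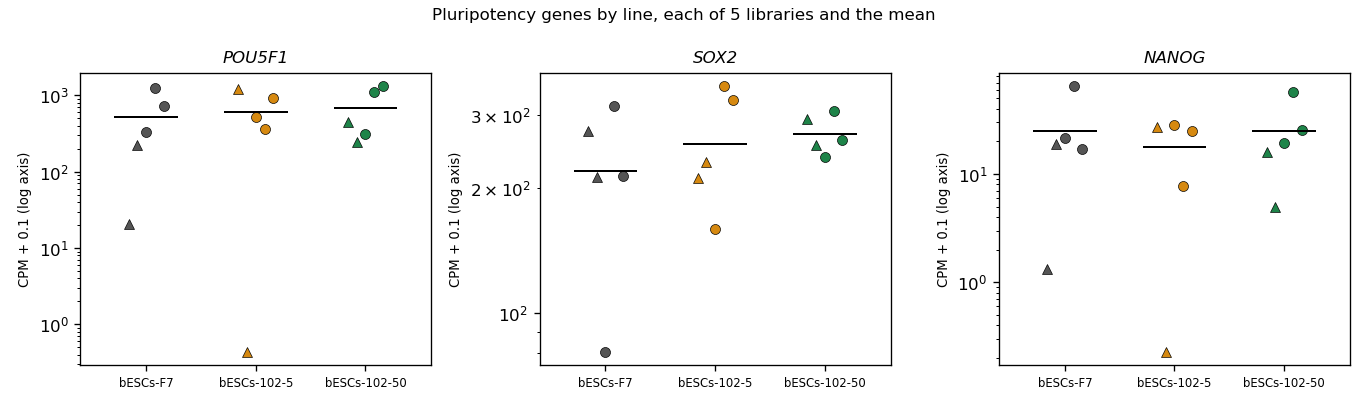
Expression of POU5F1, SOX2 and NANOG in bESCs-F7, bESCs-102-5 and bESCs-102-50, in CPM plus 0.1 on a log axis scaled over all bESC libraries. Each point is 1 of 5 libraries of a line, triangles those named by passage and circles the numbered ones, and bars are means; the library F7_5_25 of bESCs-102-5 lies at 0.335 CPM of POU5F1 and 0.126 CPM of NANOG.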

We found that most of the prime pluripotency markers and some of the naïve markers were upregulated in bESCs-102-5 and bESCs-102-50 (Figure 4B). The qRT-PCR results showed that *OCT4* and *NANOG* were significantly up-regulated after MM-102 was added. However, the expression of *SOX2* was decreased in bESCs-102-5 and increased in bESCs-102-50. The prime gene *FGF4* was up-regulated in bESCs-102-5 and bESCs-102-50, while other prime genes, like *NCAM1* and *C-MYC*, showed no significant differences or down-regulation. Meanwhile, the expression of naïve genes, such as *TFCP2L1*, *REX1*, *STELLA* and *HOXA9*, was significantly increased (Figure 4C).

We examined the differentiation ability of bESCs-102-5 and bESCs-102-50 in vitro and in vivo. bESCs-102-5 and bESCs-102-50 exhibited spontaneous differentiation ability in the formation of EBs, and continued to differentiate the ectoderm (GFAP), mesoderm (SMA) and endoderm (AFP) in vitro (Figure S2B). The teratoma formation percentage of bESCs-102-5 (26.32%) and bESCs-102-50 (29.41%) was higher than that of bESCs-F7 (13.33%) (Figure S2C). The teratomas formed from bESCs-102-5 and bESCs-102-50 were bigger than those from bESCs-F7, and endoderm derivatives were detected in bESCs-102-5 (Figure 4D).

The ability of MM-102 to improve bESC pluripotency was stronger in ESCs than in embryos. In addition, it improved prime and naïve pluripotency in a more comprehensive way, rather than focusing on a certain pluripotency state. The inhibition of MLL1 significantly enhanced the differentiation ability of bESCs.

### 2.3. Inhibition of MLL1 Up-Regulated the Expression of Genes Involved in Stem Cell-Related Signaling Pathways

To determine whether MLL1 inhibition affects the pluripotency of bESCs, we thoroughly investigated the RNA-seq data. 

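bESCs-102 and bESCs-3i lay together on PC2, apart from 4 of the 5 libraries of bESCs-F7. Over the 15 libraries of the 3 lines PC1 held 35.7% and PC2 17.9% of the variance. The mean PC2 score was 45.5 ± 51.6 (SD, n = 5) in bESCs-F7, −21.8 ± 6.02 in bESCs-102 and −23.8 ± 6.74 in bESCs-3i. Differences between lines made up 58.6% of the variance of PC2 and 7.07% of that of PC1. Between the line centroids, the distance per gene in log2 CPM over all 16498 genes kept was 0.617 for bESCs-F7 and bESCs-102, 0.650 for bESCs-F7 and bESCs-3i and 0.499 for bESCs-102 and bESCs-3i. Compared directly, no gene of 15206 was called between bESCs-102 and bESCs-3i by edgeR, with 481 higher and 606 lower at an unadjusted p of at most 0.05. DESeq2 called 5 genes higher in bESCs-102 and the exact test of edgeR none. With the numbered libraries alone 396 genes were higher and 383 lower in bESCs-102, and with those named by passage alone none was called.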

Regarding bESCs obtained from MM-102-treated embryos, principal component analysis (PCA) showed that bESCs-F7 and bESCs-3i were grouped together according to their PC2 values, and bESCs-102 was slightly different from them (Figure 5A). 

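XIST, the RNA that silences 1 X chromosome in female cells, was found in every library of bESCs-102 and had no count in bESCs-F7. It lies on chromosome X from 82260969 to 82294470 and was at least 9378-fold higher in bESCs-102 after TMM scaling over all 25 bESC libraries, counting 3 reads over the bESCs-F7 libraries as the limit of a count of 0 (edgeR adjusted p = 0.00113). NKX2-1, a transcription factor of the forebrain, thyroid and lung, was at 66.9 ± 69.5 CPM (SD, n = 5) in bESCs-102 and 0.797 ± 0.614 CPM in bESCs-F7. This is a log2 fold change of 6.42 (standard error 0.94, edgeR adjusted p = 0.0185). NNAT, a membrane protein of developing neurons, rose from 417 ± 180 CPM to 2744 ± 1688 CPM, a log2 fold change of 2.72 (standard error 0.43, edgeR adjusted p = 0.0274). DNAH8, a heavy chain of axonemal dynein, fell from 34.8 ± 34.5 CPM to 0.168 ± 0.169 CPM, a log2 fold change of −7.61 (standard error 1.18, edgeR adjusted p = 0.0250).
NKX2-1 lies on chromosome 21 from 47130288 to 47134695, NNAT on chromosome 13 from 67118490 to 67120884 and DNAH8 on chromosome 23 from 12550327 to 12883946. In all, 11 genes were higher and 11 lower in bESCs-102 than in bESCs-F7 among the 15182 tested, of which 5 and 9 have no gene symbol. The other called genes with a symbol, named after their values were seen, were the myostatin gene MSTN, the trypsinogen gene PRSS2 and the dynein light chain gene DYNLT5, which rose, and BOLA-NC1, a gene of the bovine major histocompatibility complex, which fell. The lowest adjusted p was that of LOC787803, a gene without a name on chromosome X, at 1.94 ± 0.969 CPM in bESCs-102 and 169 ± 54.4 CPM in bESCs-F7 (edgeR adjusted p = 4.86e-05). LOC107131189, LOC107131212 and LOC107131205, also placed on X and named after their values were seen, were at 0 CPM in bESCs-102. In bESCs-F7 they were at 87.4, 42.6 and 11.0 CPM. LOC107131227, LOC107131238 and LOC104968627, placed on X as well and named after their values were seen, were also called lower. They were at 0, 0 and 0.627 CPM in bESCs-102 and at 17.1, 5.77 and 17.4 CPM in bESCs-F7. LOC100847415, on X too and named after its values were seen, was called higher, at 2.50 against 0.0537 CPM. The deposited table also places USP9Y, a Y-linked gene by RefSeq, on X. Sex, line and treatment cannot be told apart in these calls. At an unadjusted p of at most 0.05, 413 genes were higher and 788 lower. The groups did not overlap in 191 genes, where chance would give 120.5. The same count was 25 for bESCs-102-5 and 22 for bESCs-102-50 against bESCs-F7, where chance would give 119 and 120. As it also fell that far below chance, 191 is not read as an excess.
The exact test of edgeR called 41 genes higher and 58 lower and DESeq2 59 and 103, while the quasi-likelihood test called 4 and 8 with the libraries named by passage alone, 10 and 23 with the numbered ones alone, and 6 to 18 and 7 to 13 without single libraries. XIST was called without each library in turn, whereas the adjusted p of NKX2-1 reached 0.0699, that of NNAT 0.109 and that of DNAH8 0.115 when the single library F7_2 (for NKX2-1 and NNAT) or M102_2 (for DNAH8) was left out.

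**Figure D2:**
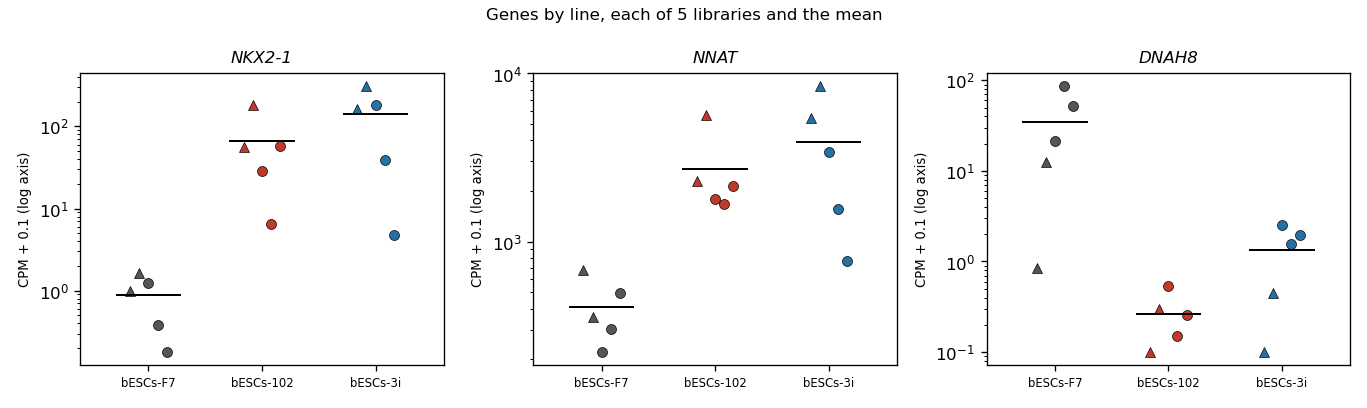
Expression of NKX2-1, NNAT and DNAH8 in bESCs-F7, bESCs-102 and bESCs-3i, in CPM plus 0.1 on a log axis scaled over all bESC libraries. Each point is 1 of 5 libraries of a line, triangles those named by passage and circles the numbered ones, and bars are means; the bESCs-102 libraries hold 6.30 to 184 CPM of NKX2-1, all above the 0.0790 to 1.52 CPM of bESCs-F7.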

Among the 2063 differentially expressed genes, 785 genes were up-regulated and 1278 genes were down-regulated in bESCs-102 compared with bESCs-F7 (Figure 5B, left). We enriched the up-regulated genes of bESCs-102 using KEGG analysis and found that they were mainly concentrated in the classical signaling pathways that regulate the pluripotency of stem cells, such as the WNT and TGF-beta signaling pathways (Figure 5C, top). 

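Ligands and receptors of the WNT pathway leaned upward in bESCs-102 without passing the test, and genes of the TGF-beta pathway did not lean upward. Of 28 WNT ligands and receptors, 19 were above their level in bESCs-F7, with a median log2 fold change of 0.25 (camera adjusted p = 0.0757). RSPO1, a secreted enhancer of WNT signaling, was at 6.23 ± 3.40 CPM (SD, n = 5) in bESCs-102 and 2.24 ± 1.34 CPM in bESCs-F7 (edgeR adjusted p = 0.556). Direct targets of canonical WNT signaling had a median of 0.29 over 13 genes (camera adjusted p = 0.542). Among them AXIN2, a feedback inhibitor of the pathway, was at 31.6 ± 20.3 CPM in bESCs-102 and 17.9 ± 13.0 CPM in bESCs-F7, a log2 fold change of 0.82 (standard error 0.61, edgeR adjusted p = 0.815).
Of 38 genes of the TGF-beta and BMP pathways, 15 were above 0 and 23 below (camera adjusted p = 0.457). The ligand TGFB1 was at 3.84 ± 0.895 CPM in bESCs-102 and 12.5 ± 10.1 CPM in bESCs-F7 (edgeR adjusted p = 0.464), and INHBA, a subunit of activin A, had a log2 fold change of −2.61 (standard error 0.99). No member of these 3 groups was called, and none passed when adjusted over the list alone.
Of the Figure 5C genes, which the study chose on these samples, 13 of 15 in the WNT set, 6 of 10 in the TGF-beta set and 17 of 19 in the pluripotency set were above 0 in bESCs-102. The kinase gene MAPK10 had a log2 fold change of 1.47 (standard error 0.41, edgeR adjusted p = 0.407) and the phospholipase gene PLCB1 one of 1.42 (standard error 0.48, edgeR adjusted p = 0.502). Without the library F7_P21 the WNT ligands and receptors had a median of 0.41 (camera adjusted p = 0.00542). They were also called without i102_P8 (camera adjusted p = 0.0195) and with the numbered libraries alone (0.25, camera adjusted p = 0.00327). Their median was lowest without F7_3, at 0.11 (camera adjusted p = 0.344). The WNT targets stood at −0.65 with the libraries named by passage alone (camera adjusted p = 0.00109) and at 0.62 with the numbered libraries alone (camera adjusted p = 0.00387).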

An analysis of the bioprocesses of GO analyzed showed that up-regulated genes in bESCs-102 were mainly involved in the biological processes related to axon development neurogenesis and the neuron development of bESCs-102 (Figure S3A), and down-regulated genes in bESCs-102 inhibited the morphogenesis of mesoderm- and endoderm-related structures, such as blood vessels, the skeletal system, collagen fibril organization and animal organ morphogenesis (Figure S3B). However, in bESCs-3i, only 287 genes were up-regulated and 844 were down-regulated compared with bESCs-F7 (Figure 5B, right). 

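Neural genes were higher and fibroblast and matrix genes lower in bESCs-102 as groups, whereas the groups of blood vessel, skeletal, mesoderm and endoderm genes were not called. Of 34 neural genes 28 were above their level in bESCs-F7, with a median log2 fold change of 0.70 (camera adjusted p = 5.65e-06, adjusted p = 0.928 with an estimated correlation). The Notch ligand DLL3 was at 20.6 ± 22.3 CPM (SD, n = 5) in bESCs-102 and 2.28 ± 1.14 CPM in bESCs-F7, a log2 fold change of 3.17 (standard error 0.68, edgeR adjusted p = 0.196). MAP2, a microtubule protein of dendrites, was at 299.8 ± 177 CPM against 89.4 ± 56.9 CPM, and the neuronal tubulin gene TUBB3 at 269 ± 59.7 CPM against 151 ± 44.9 CPM.
Of 30 fibroblast genes 28 were below 0, with a median of −1.39 (camera adjusted p = 1.12e-06, adjusted p = 0.928 with an estimated correlation), and none was called. THBS2, a secreted matrix glycoprotein, was at 3.52 ± 2.60 CPM in bESCs-102 and 70.4 ± 86.6 CPM in bESCs-F7 (edgeR adjusted p = 0.298). COL1A1, the alpha 1 chain of type I collagen, was at 821 ± 582 CPM against 5258 ± 7111 CPM, a log2 fold change of −2.68 (standard error 0.88, edgeR adjusted p = 0.501). Its level within bESCs-F7 ran from 512 CPM in the library F7_3 to 5600.5 CPM in F7_2 and 16820 CPM in F7_1. The mean log2 CPM of the fibroblast list was 8.55 in F7_1, 7.16 in F7_2, 5.97 in F7_P11, 5.69 in F7_P21 and 5.08 in F7_3. In bESCs-102 it ran from 4.835 in M102_1 to 5.97 in M102_3, a range that takes in F7_P11, F7_P21 and F7_3. By the paper, the cells were grown on mouse fibroblast feeders, and reads from feeders were not counted apart.
Blood vessel genes had a median of −0.75 over 15 genes (camera adjusted p = 0.183) and skeletal genes one of −0.16 over 19 (camera adjusted p = 0.457). The VEGF receptor gene FLT1 was at 1.75 ± 0.313 CPM in bESCs-102 and 11.4 ± 9.24 CPM in bESCs-F7 (edgeR adjusted p = 0.315). Mesoderm genes had a median of −0.63 (camera adjusted p = 0.698) and endoderm genes one of −0.19 (camera adjusted p = 0.572). Adjusted over the list alone, 1 neural gene passed as higher, and 3 fibroblast genes, 1 vessel gene and 1 skeletal gene as lower. With the libraries named by passage alone the neural group had a median of 0.19 (camera adjusted p = 0.396) and the fibroblast group one of 0.022 (camera adjusted p = 0.896). The mesoderm group was called with those libraries, at a median of −0.14 (camera adjusted p = 0.0145). With library totals in place of TMM the blood vessel group was called, at a median of −0.12 (camera adjusted p = 0.00514).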

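XIST was present in every library of bESCs-3i as well, NKX2-1 rose and the chemokine gene CXCL5 fell. XIST was at 490.5 ± 84.1 CPM (SD, n = 5; edgeR adjusted p = 1.02e-05). With TMM scaling over all 25 bESC libraries its mean was 531 CPM, at least 11912-fold above the limit of 0.0445 CPM set by its count of 0 in bESCs-F7 on that scale. NKX2-1 was at 129.8 ± 115 CPM in bESCs-3i and 0.732 ± 0.565 CPM in bESCs-F7, a log2 fold change of 7.50 (standard error 1.11, edgeR adjusted p = 0.0198). CXCL5, which attracts neutrophils and lies on chromosome 6 from 90645964 to 90648082, fell from 14.9 ± 12.4 CPM to 0.296 ± 0.0942 CPM. Its log2 fold change was −5.64 (standard error 0.65, edgeR adjusted p = 0.00356).
In all, 8 genes were higher and 10 lower in bESCs-3i among the 15022 tested, of which 4 and 8 have no gene symbol. LOC107131189, LOC107131212 and LOC107131205, placed on X and named after their values were seen, were at 0 CPM in bESCs-3i too. On the same terms LOC787803, LOC107131227, LOC107131238 and LOC104968627, also placed on X, were called lower and LOC100847415 higher. Here as well sex, line and treatment cannot be told apart. At an unadjusted p of at most 0.05, 451 were higher and 667 lower, and the groups did not overlap in 214 genes, where chance would give 119. As for bESCs-102, this count is not read as an excess over chance. DYNLT5 and PRSS2, named after their values were seen, were also higher, and GPNMB, a glycoprotein of melanosomes and macrophages, lower. With the exact test of edgeR 44 genes were called higher and 74 lower and with DESeq2 64 and 131, and the quasi-likelihood test called 24 and 20 with the libraries named by passage alone, 2 and 5 with the numbered ones alone, and 4 to 10 and 8 to 17 without single libraries. The call of NKX2-1 was lost without F7_P11, F7_1, F7_2, F7_3, i3_P7 or i3_1, with an adjusted p of up to 0.111, and that of CXCL5 with either set of libraries alone (adjusted p = 0.0684 and 0.0538).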

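Glycolysis genes were slightly above and genes of amino acid synthesis below their level in bESCs-F7, and neither group was called. Of 21 glycolysis genes 15 were above 0 in bESCs-3i, with a median log2 fold change of 0.12 (camera adjusted p = 0.544). ENO2, the neuronal enolase, was at 50.0 ± 17.5 CPM (SD, n = 5) in bESCs-3i and 22.0 ± 16.8 CPM in bESCs-F7, a log2 fold change of 1.18 (standard error 0.46, edgeR adjusted p = 0.576). The phosphoglycerate kinase gene PGK1 had a log2 fold change of 0.080 (standard error 0.44). Of 17 genes of serine, proline and asparagine synthesis and targets of ATF4, 15 were below 0, with a median of −0.48 (camera adjusted p = 0.188). CHAC1, a target of ATF4 that degrades glutathione, was at 2.87 ± 0.669 CPM in bESCs-3i and 17.1 ± 33.9 CPM in bESCs-F7 (edgeR adjusted p = 0.641). No member of either group was called, and none passed when adjusted over the list alone. All 7 glycolysis genes of Figure 5C, which the study chose on these samples, were above 0, with a median of 0.45. The group of amino acid synthesis had a median of −0.65 without the library F7_P21 (camera adjusted p = 0.0251), −0.71 with the numbered libraries alone (camera adjusted p = 0.0212) and 0.13 without F7_3 (camera adjusted p = 0.722).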

Most of the genes whose expression increased in bESCs-3i participated mainly in glycolysis/gluconeogenesis, the biosynthesis of amino acids/carbon metabolism and other metabolism-related signaling pathways (Figure 5C, middle). 

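Mesoderm, fibroblast and TGF-beta genes were lower in bESCs-3i as groups. Of 10 mesoderm genes 7 were below their level in bESCs-F7, with a median log2 fold change of −1.78 (camera adjusted p = 0.00832, adjusted p = 0.670 with an estimated correlation). EOMES, a T-box factor of the primitive streak, was at 0.329 ± 0.196 CPM (SD, n = 5) in bESCs-3i and 2.51 ± 1.78 CPM in bESCs-F7 (edgeR adjusted p = 0.213). MEOX1, a homeobox factor of the somites, was at 0.613 ± 0.243 CPM against 4.51 ± 5.39 CPM. Of 36 genes of the TGF-beta and BMP pathways 27 were below 0, with a median of −0.46 (camera adjusted p = 0.000735, adjusted p = 0.670 with an estimated correlation). SMAD9, a transducer of BMP signals, had a log2 fold change of −2.46 (standard error 0.55, edgeR adjusted p = 0.213).
Of 30 fibroblast genes 29 were below 0, with a median of −1.60 (camera adjusted p = 2.17e-10, adjusted p = 0.670 with an estimated correlation). DCN, the matrix proteoglycan decorin, was at 2.08 ± 0.739 CPM in bESCs-3i and 52.2 ± 64.1 CPM in bESCs-F7, a log2 fold change of −4.65 (standard error 0.81, edgeR adjusted p = 0.0738). The receptor gene PDGFRA was at 1.60 ± 0.694 CPM against 12.5 ± 12.8 CPM. Adjusted over the list alone, 4 mesoderm, 9 fibroblast and 1 TGF-beta gene passed, all lower, and none was called over all genes. The decorin counts of bESCs-F7 ran from 8.45 CPM in F7_P21 to 173 CPM in F7_1 over all bESC libraries. With the libraries named by passage alone the fibroblast group stood at 0.16 (camera adjusted p = 0.968) and the TGF-beta group at −0.14 (camera adjusted p = 0.256). The mesoderm group was not called with those libraries (camera adjusted p = 0.0619), with the numbered ones (camera adjusted p = 0.0595), without i3_P15 (camera adjusted p = 0.0653) or with all 25 bESC libraries in 1 fit (camera adjusted p = 0.0672).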

Genes whose expression decreased in bESCs-3i were more involved in anatomical structure morphogenesis and regulation of the developmental process (Figure S3C). 

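The matrix and integrin part of the PI3K-AKT pathway was lower in bESCs-102 and in bESCs-3i than in bESCs-F7, and its intracellular part was not called in either. In bESCs-102 30 of 38 matrix and integrin genes were below 0, with a median log2 fold change of −0.98 (camera adjusted p = 9.72e-06, adjusted p = 0.928 with an estimated correlation). In bESCs-3i 30 of 37 were, with a median of −0.94 (camera adjusted p = 1.46e-05, adjusted p = 0.678 with an estimated correlation). ITGA8, an integrin subunit, was at 0.856 ± 0.431 CPM (SD, n = 5) in bESCs-3i and 35.9 ± 57.9 CPM in bESCs-F7, a log2 fold change of −5.35 (standard error 1.17, edgeR adjusted p = 0.213). SPP1, the secreted phosphoprotein osteopontin, was at 3.60 ± 2.07 CPM in bESCs-102 and 40.3 ± 49.5 CPM in bESCs-F7 (edgeR adjusted p = 0.351).
Intracellular components of PI3K-AKT signaling had a median of −0.043 over 27 genes in bESCs-102 (camera adjusted p = 0.885) and 0.0094 over 27 in bESCs-3i (camera adjusted p = 0.357). FOXO3, a transcription factor that AKT inhibits, was at 7.01 ± 1.71 CPM in bESCs-3i and 19.4 ± 7.76 CPM in bESCs-F7 (edgeR adjusted p = 0.213). All 11 PI3K-AKT genes of Figure 5C, which the study chose on these samples, were below 0 in both lines, with medians of −2.70 and −2.63, and none was called. Adjusted over the list alone, 7 matrix and integrin genes were lower in bESCs-102, and 9 were lower and 1 higher in bESCs-3i. Fibroblast genes moved the same way, and COL1A1, a member of both groups, was highest in the library F7_1. With the libraries named by passage alone the matrix and integrin group stood at 0.056 in bESCs-102 (camera adjusted p = 0.965) and 0.052 in bESCs-3i (camera adjusted p = 0.816).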

Interestingly, genes that were highly expressed in bESCs-F7 were concentrated in the PI3K-AKT signaling pathway (Figure 5C, bottom).

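The libraries of bESCs-102-50 lay closer to their centroid than those of bESCs-F7, and those of bESCs-102-5 did not differ from bESCs-F7 in the same test. The mean distance of a library to the centroid of its line, per gene in log2 CPM, was 0.780 ± 0.0731 (SD, n = 5) in bESCs-F7 and 0.604 ± 0.116 in bESCs-102-50 (two-sided exact permutation test, p = 0.0397). In bESCs-102-5 it was 0.740 ± 0.311 (two-sided exact permutation test, p = 0.857), where the smallest p that the 252 arrangements allow is 0.00794. The library F7_5_25 of bESCs-102-5 lay at 1.27, and without it the difference was −0.257 (exact permutation test, p = 0.00794). PC1 held 37.2% and PC2 18.3% of the variance over the 15 libraries of these groups, and differences between groups made up 0.32% of the variance of PC1 and 24.3% of that of PC2. The centroids of bESCs-102-5 and bESCs-102-50 lay 0.433 and 0.465 from that of bESCs-F7. The difference at 50 µM was −0.217 over the 500 most variable genes (exact permutation test, p = 0.238) and −0.121 without the library F7_3 (exact permutation test, p = 0.135), and it did not pass without F7_P11, F7_1, F7_2 or F7_50_19 either (exact permutation tests, p = 0.0635 to 0.119).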

The PCA of bESCs-102-5, bESCs-102-50 and bESCs-F7 based on RNA-seq data showed that they were similar, but the data repeatability of bESCs-102-5 and bESCs-102-50 was better than that of bESCs-F7; this shows that MM-102 confers better homogeneity to bESCs (Figure 6A). 

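No gene was called between bESCs-102-5 and bESCs-F7 by the quasi-likelihood test of edgeR, and the matrix genes of fibronectin and type III collagen stood at lower mean counts. The smallest adjusted p over the 14951 genes was 1.00. At an unadjusted p of at most 0.05, 32 genes were higher and 240 lower, of which 16 and 160 also had an absolute log2 fold change of at least 1.5. FN1, the matrix protein fibronectin, was at 298 ± 34.0 CPM (SD, n = 5) in bESCs-102-5 and 1203 ± 1318 CPM in bESCs-F7, a log2 fold change of −2.01 (standard error 0.64, edgeR adjusted p = 1.00). COL3A1, the chain of type III collagen, was at 244 ± 116 CPM against 2203 ± 3105 CPM, and within bESCs-F7 at 168 CPM in F7_3 and 8265 CPM in F7_1. The exact test of edgeR called no gene, and DESeq2 called none higher and 4 lower. The quasi-likelihood test called no gene with the numbered libraries alone or with those named by passage alone, nor without any single library, whereas the exact test called none higher and 10 lower on those named by passage and 3 higher and 27 lower on the numbered ones, settings chosen after the values were seen.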

The gene expression difference was examined via scatterplots, which show that 1194 genes were down-regulated and 656 genes were up-regulated in bESCs-102-5 (Figure 6B, left). They also show that 818 genes were down-regulated and 460 genes were up-regulated in bESCs-102-50 (Figure 6B, right). 

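At 50 µM the quasi-likelihood test called no gene either, and the hypoxia gene BNIP3 and the keratin gene KRT18 stood at higher mean counts. The smallest adjusted p over the 15114 genes was 0.965 (edgeR quasi-likelihood test). At an unadjusted p of at most 0.05, 70 genes were higher and 322 lower, of which 17 and 102 also had an absolute log2 fold change of at least 1.5. BNIP3, a mitophagy receptor induced by hypoxia, was at 55.8 ± 48.9 CPM (SD, n = 5) in bESCs-102-50 and 12.6 ± 10.2 CPM in bESCs-F7, a log2 fold change of 2.14 (standard error 0.69, edgeR adjusted p = 0.965). KRT18, a keratin of simple epithelia, was at 429.6 ± 587 CPM against 158 ± 71.3 CPM. Its SD in bESCs-102-50 exceeded its mean, so the higher mean is not read as a trait of all libraries of this group. Over all libraries neither the exact test of edgeR nor DESeq2 called a gene, while the exact test on the libraries named by passage alone, a setting chosen after the values were seen, called 62 genes higher and 41 lower, and on the numbered ones none. Between the doses of 5 µM and 50 µM edgeR called none of 15068 genes, with 386 higher and 126 lower at 5 µM at an unadjusted p of at most 0.05, the exact test none and DESeq2 1 lower.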

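Genes of the extracellular matrix, of fibroblasts and of eye and sensory organs were lower in bESCs-102-5 as groups. Of 37 matrix and integrin genes 27 were below their level in bESCs-F7, with a median log2 fold change of −0.96 (camera adjusted p = 6.88e-08, adjusted p = 0.385 with an estimated correlation). All 30 fibroblast genes were below 0, with a median of −1.39 (camera adjusted p = 5.53e-20, adjusted p = 0.326 with an estimated correlation). DCN was at 4.93 ± 1.57 CPM (SD, n = 5) in bESCs-102-5 and 50.7 ± 61.9 CPM in bESCs-F7, a log2 fold change of −3.36 (standard error 0.74, edgeR adjusted p = 1.00). ITGA11, a collagen receptor subunit, was at 2.79 ± 1.98 CPM against 33.0 ± 54.3 CPM.
Of 23 eye and sensory organ genes 15 were below 0, with a median of −0.70 (camera adjusted p = 0.0392, adjusted p = 0.514 with an estimated correlation). SIX1, a homeobox factor of the inner ear and other sensory placodes, was at 0.337 ± 0.212 CPM in bESCs-102-5 and 2.88 ± 2.68 CPM in bESCs-F7, a log2 fold change of −3.10 (standard error 0.77, edgeR adjusted p = 1.00). Mesoderm genes had a median of −0.87 with 8 of 10 below 0 (camera adjusted p = 0.000127, adjusted p = 0.216 with an estimated correlation). Adjusted over the list alone, 10 matrix and integrin, 6 fibroblast and 1 sensory gene passed, all lower, and none was called over all genes. THBS2, another fibroblast gene, stood at 197 CPM in the bESCs-F7 library F7_1 and at 7.50 CPM in F7_3 over all bESC libraries. The sensory group was not called without F7_P11, F7_P21, F7_1, F7_5_22 or F7_5_25 (camera adjusted p = 0.0549 to 0.549). It was not called with a replicate block (−0.29, camera adjusted p = 0.0667) or under 3 further settings (camera adjusted p = 0.136 to 0.428) either. The sensory median was −0.14 without F7_1 and 0.048 with the numbered libraries alone (camera adjusted p = 0.0306). With the libraries named by passage alone the matrix and integrin group had a median of −0.28 (camera adjusted p = 0.370) and the mesoderm group one of 0.068 (camera adjusted p = 0.234).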

GO analysis of the biological process showed that the down-regulated genes in bESCs-102-5 were mainly involved in developmental process regulation, including sensory development, sensory organ development, and the development of extracellular structure organization (Figure S3D). 

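Mitochondrially encoded genes of the respiratory chain were lower in bESCs-102-50 than in bESCs-F7 as a group, and complement genes were lower at both doses. All 13 mitochondrially encoded genes were below 0 in bESCs-102-50, with a median log2 fold change of −2.26 (camera adjusted p = 0.000189, adjusted p = 0.876 with an estimated correlation). ATP8, a subunit of ATP synthase, was at 70.2 ± 50.3 CPM (SD, n = 5) in bESCs-102-50 and 528 ± 743 CPM in bESCs-F7 (edgeR adjusted p = 0.965). In bESCs-102-5 7 of the 13 were above 0, with a median of 0.0078 (camera adjusted p = 0.931), and compared with bESCs-102-50 all 13 were above 0 (camera adjusted p = 0.000740, adjusted p = 0.727 with an estimated correlation). This last difference was not called without F7_5_22 (camera adjusted p = 0.141) or without M102_5_1 (camera adjusted p = 0.0799). The mitochondrially encoded genes took 17.1 ± 20.8% of the counts in bESCs-F7, 17.8 ± 18.1% in bESCs-102-5 and 6.53 ± 1.95% in bESCs-102-50. The library F7_1 of bESCs-F7 held 53.4% and the other 4 held 3.97% to 15.1%, and in bESCs-102-5 F7_5_22 held 36.6%, M102_5_1 38.6% and the other 3 held 3.08% to 5.86%.
Nuclear genes of the respiratory chain had a median of 0.0045 over 50 genes in bESCs-102-5 (camera adjusted p = 0.368) and −0.0053 in bESCs-102-50 (camera adjusted p = 0.586). At 5 µM single libraries moved this median from −0.096 without F7_5_22 (camera adjusted p = 0.00220) to 0.18 without F7_5_25 (camera adjusted p = 0.00391). At 50 µM it was 0.23 with the numbered libraries alone (camera adjusted p = 0.0181). Of 24 complement and coagulation genes, which act in inflammation, 19 were below 0 in bESCs-102-5, with a median of −0.61 (camera adjusted p = 0.00193, adjusted p = 0.326 with an estimated correlation). In bESCs-102-50 18 of 23 were, with a median of −0.41 (camera adjusted p = 0.00849, adjusted p = 0.876 with an estimated correlation). The central component C3 was at 43.7 ± 15.5 CPM in bESCs-102-50 and 166 ± 179 CPM in bESCs-F7 (edgeR adjusted p = 0.965).
No gene of these groups was called. Adjusted over the list alone, all 13 mitochondrially encoded genes passed as lower in bESCs-102-50. All 9 oxidative phosphorylation genes of Figure 6C, which the study chose on these samples, were below 0 in bESCs-102-50 and 5 of 9 in bESCs-102-5. Its 5 complement genes were below 0 at both doses. Without F7_1 the mitochondrially encoded group had a median of −0.32 at 50 µM (camera adjusted p = 0.313) and of 1.79 at 5 µM (camera adjusted p = 0.000995), and the complement group was not called at either dose (camera adjusted p = 0.277 at 5 µM and 0.0974 at 50 µM). With the libraries named by passage alone the mitochondrially encoded group had a median of −0.35 at 50 µM (camera adjusted p = 0.155), and the complement group was not called at 5 µM or 50 µM with them (camera adjusted p = 0.453 and 0.120) or with a minimum of 10 counts (camera adjusted p = 0.238 and 0.188).

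**Figure D3:**
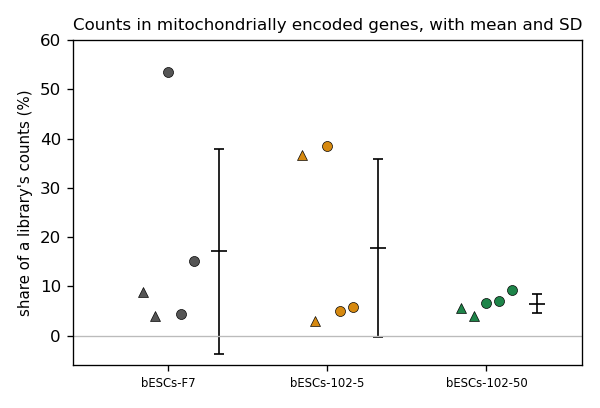
Share of the counts of a library in mitochondrially encoded genes, in percent, for bESCs-F7, bESCs-102-5 and bESCs-102-50. Each point is 1 of 5 libraries, triangles those named by passage and circles the numbered ones, with the mean and SD beside them; a library of bESCs-F7 stands at 53.4%, and those of bESCs-102-50 lie between 4.09% and 9.38%.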

KEGG analyses were performed on the highly expressed genes in bESCs-F7, bESCs-102-5 and bESCs-102-50, respectively, and 234 genes in bESCs-F7 were associated with oxidative phosphorylation, inflammatory processes, RNA damage, and DNA damage (Figure 6C, top). 

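TEK, TGFA, MAPK10 and FGF8 all had higher mean counts in bESCs-102-5 than in bESCs-F7, and none was called. TEK, the receptor tyrosine kinase of the angiopoietins, was at 12.3 ± 5.71 CPM (SD, n = 5) in bESCs-102-5 and 8.03 ± 7.26 CPM in bESCs-F7, a log2 fold change of 0.61 (standard error 0.59, edgeR adjusted p = 1.00). TGFA, a ligand of the EGF receptor, was at 14.9 ± 11.3 CPM against 7.41 ± 5.00 CPM, a log2 fold change of 1.01 (standard error 0.62). FGF8, a ligand of the FGF receptors, was at 20.4 ± 17.5 CPM against 8.25 ± 6.82 CPM, and MAPK10, which encodes the kinase JNK3, at 15.1 ± 21.1 CPM against 6.46 ± 4.43 CPM. Of these genes the library F7_5_25 held the highest level within bESCs-102-5 for TGFA (33.1 CPM), FGF8 (51.6 CPM) and MAPK10 (55.2 CPM) over all bESC libraries, and the other 4 held 3.74 to 9.55 CPM of MAPK10. All 6 MAPK and PI3K-AKT genes of Figure 6C that were tested, which the study chose on these samples, were above 0 in bESCs-102-5, with a median of 1.12, and none had an unadjusted p of at most 0.05.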

MAPK and PI3K-Akt signaling pathway-related genes, such as *TEK*, *TGFA*, *MAPK10*, *FGF8* and others, were highly expressed in bESCs-102-5 (Figure 6C, middle). 

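mTOR pathway genes were at the level of bESCs-F7 in bESCs-102-50. Of 29 tested, 15 were above 0 and 14 below, with a median log2 fold change of 0.039 (camera adjusted p = 0.701). AKT1S1, the mTORC1 inhibitor PRAS40, had a log2 fold change of −0.53, LAMTOR3, a subunit of the Ragulator complex that anchors mTORC1 to lysosomes, one of −0.46, and DDIT4, a stress-induced inhibitor of mTORC1, one of 0.89. None of the 29 was called by edgeR, and none passed when adjusted over the list alone. Of the 5 WNT and mTOR genes of the study's heat map that were tested, which it chose on these samples, 1 was above 0 and 4 below, with a median of −0.11.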

The specificity of bESCs-102-50 is reflected in the WNT and mTOR signaling pathways (Figure 6B, bottom).

MLL1 inhibition improves pluripotency via up-regulation of the classical pluripotent stem cell signaling pathways. 

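WNT pathway genes were not called as a group in bESCs-102-50. Its 25 WNT ligands and receptors had a median log2 fold change of 0.080, with 14 above 0 and 11 below (camera adjusted p = 0.586). Direct WNT targets had a median of −0.19, with 11 of 12 below 0 (camera adjusted p = 0.327). AXIN2, a target and inhibitor of the pathway, had a log2 fold change of −0.0068 (standard error 0.57), and the receptor gene FZD8 one of −0.90. At 5 µM the direct targets were lower as a group, with 11 of 12 below 0 and a median of −0.84 (camera adjusted p = 3.89e-06, adjusted p = 0.216 with an estimated correlation). BAMBI, a target of WNT signaling that inhibits TGF-beta receptors, was at 1.50 ± 0.783 CPM (SD, n = 5) in bESCs-102-5 and 15.8 ± 20.6 CPM in bESCs-F7 (edgeR adjusted p = 1.00). No member of these groups was called by edgeR at either dose, and none passed when adjusted over the list alone. Without the library M102_50_1 the direct targets at 50 µM had a median of −0.55 (camera adjusted p = 0.0191), and with the libraries named by passage alone one of −0.78 (camera adjusted p = 0.0109). At 5 µM they were not called with the numbered libraries alone (camera adjusted p = 0.0905).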

The WNT signaling pathway was up-regulated in both bESCs-102 and bESCs-102-50. However, the MAPK and PI3K-AKT signaling pathways were up-regulated in bESCs-102-5, which had the strongest pluripotency.

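Components of the MAPK cascade and of intracellular PI3K-AKT signaling lay near their level in bESCs-F7 in bESCs-102-5. Of 31 MAPK cascade genes 22 were above 0, with a median log2 fold change of 0.065 (camera adjusted p = 0.815). Intracellular PI3K-AKT components had a median of 0.057, with 17 of 27 above 0 (camera adjusted p = 0.815). MAP2K2, a kinase that activates ERK, had a log2 fold change of 0.30, MAP3K5, the stress kinase ASK1, one of −0.83, and the phosphatase gene PTEN one of 0.26. Growth factors and receptor tyrosine kinases of both pathways had a median of −0.23, with 19 of 46 above 0 (camera adjusted p = 0.184). No member of these 3 groups was called, and none passed when adjusted over the list alone. Without the library F7_3 the growth factors and receptors had a median of −0.34 (camera adjusted p = 0.0427), and with the numbered libraries alone one of −0.40 (camera adjusted p = 0.0349). From the WNT genes of bESCs-102 and bESCs-102-50 and the MAPK and PI3K-AKT genes of bESCs-102-5, the paper concludes that pluripotency was improved by raised activity of these signaling pathways.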

### 2.4. Inhibition of MLL1 Increased the Proportion of H3K4me1 in the Promoter Region of bESCs

To reveal the effects of MM-102 on H3K4 modification in bESCs, the expression of related enzymes was analyzed. The expression of MLL1 was reduced by half after 50 μM MM-102 was added into the cell culture system, but 5 μM MM-102 had no significant effect on MLL1 expression (Figure 7A). However, the expression of MLL1 was almost completely inhibited by the addition of MM-102 to the embryo, but its expression was significantly increased after being combined with GSK3 and MAP2K inhibitors (3i) (Figure 7A). Meanwhile, the histone lysine methyltransferase PRDM14 was up-regulated to varying degrees by MM-102, with greater variation in the bESCs-102-5 and bESCs-102-50 groups than in the bESCs-102 and bESCs-3i groups (Figure 7B). The Western blotting results showed that the protein levels of PRDM14 were increased in bESCs-102-5 and decreased in bESCs-102, compared with bESCs-F7 (Figure 7C). The protein levels of G9A, which is one of the histone methylation transferases, were lower in bESCs-102-50 and higher in bESCs-102 (Figure 7C). The protein level of histone acetyltransferase P300 was increased in bESCs-102-5 and bESCs-102-50, but decreased in bESCs-102 and bESCs-3i (Figure 7C). 

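Histone methyltransferase and demethylase genes were not called as a group in any of the 4 treated groups. Of 65 such genes, 25 were above their level in bESCs-F7 in bESCs-102 (camera adjusted p = 0.862), 35 in bESCs-3i (camera adjusted p = 0.763), 46 in bESCs-102-5 (camera adjusted p = 0.368) and 41 in bESCs-102-50 (camera adjusted p = 0.417). SETD7, which monomethylates H3K4, was at 10.4 ± 2.26 CPM (SD, n = 5) in bESCs-102 and 19.7 ± 7.32 CPM in bESCs-F7, a log2 fold change of −0.92 (standard error 0.32, edgeR adjusted p = 0.521). In bESCs-3i it was at 9.22 ± 4.18 CPM (edgeR adjusted p = 0.598), and at 50 µM MM-102 its log2 fold change was 0.0083 (standard error 0.31). EZH2, the H3K27 methyltransferase, had log2 fold changes of 0.24 in bESCs-102, 0.31 in bESCs-3i, −0.0092 in bESCs-102-5 and −0.093 in bESCs-102-50. No gene of the group was called in any comparison, and none passed when adjusted over the list alone. Of the 37 genes of Figure S4A that were tested, 13 were above 0 in bESCs-102, 22 in bESCs-3i, 23 in bESCs-102-5 and 21 in bESCs-102-50.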

Methylation-related genes were also analyzed using transcriptome sequencing data, and these genes showed higher expression in all three MM-102 treatment groups and bESCs-3i than in bESCs-F7 (Figure S4A). Compared with bESCs-F7, the genes of ubiquitination- and acetylation-related enzymes were more active in bESCs-102, bESCs-102-5 and bESCs-102-50, while they showed the same activity level in bESCs-3i as in bESCs-F7 (Figure S4B,C). 

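Genes of histone ubiquitination and of histone acetylation were close to their level in bESCs-F7 in all 4 treated groups. Of 26 ubiquitination genes 14 were above 0 in bESCs-102 (camera adjusted p = 0.909) and 15 each in bESCs-3i (camera adjusted p = 0.982), bESCs-102-5 (camera adjusted p = 0.392) and bESCs-102-50 (camera adjusted p = 0.586). Of 26 acetyltransferase genes 13 were above 0 in bESCs-102 (camera adjusted p = 0.862), 14 in bESCs-3i (camera adjusted p = 0.763), 18 in bESCs-102-5 (camera adjusted p = 0.354) and 17 in bESCs-102-50 (camera adjusted p = 0.580). The median log2 fold changes of the acetyltransferase genes were −0.026, 0.022, 0.091 and 0.080 in that order. No gene of either group was called by edgeR, and none passed when adjusted over the list alone. Of the 6 genes of Figure S4B, 5 were above 0 in bESCs-102, 2 in bESCs-3i and 4 each in bESCs-102-5 and bESCs-102-50. Of the 16 genes of Figure S4C, 5 were above 0 in bESCs-102, 6 in bESCs-3i, 10 in bESCs-102-5 and 11 in bESCs-102-50.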

We further explored the effects of MLL1 inhibition in bESCs on global H3K4me1 and H3K4me2 via Western blotting. H3K4me1 increased in bESCs-102-5 and bESCs-102-50 and decreased significantly in bESCs-102 and bESCs-3i. H3K4me2 significantly increased in bESCs-102-5 and slightly increased in bESCs-102 and bESCs-3i (Figure 7D). However, H3K27me3 increased in all MM-102-treated cell lines (Figure 7D). It can be concluded that treatment with MM-102 at different stages of the establishment of bESCs has different influences on the methylation modification of bESCs.

We then focused on H3K4me1 modification changes in bESCs-102-5 and bESCs-102-50 via ChIP-seq analysis. The PCA results showed that H3K4me1 modification in bESCs and bovine fetal fibroblasts (BFFs) was completely different, and the addition of MM-102 changed the distributions of H3K4me1 modification in bESCs-F7 (Figure 7E). Compared with BFFs, the total amount of H3K4me1 in bESCs was lower (Figure 7F). After treatment with MM-102, the overall H3K4me1 level in bESCs-102-5 and bESCs-102-50 was decreased and more concentrated at the transcription start site (TSS) (Figure 7F). Compared with bESCs-102-5, the H3K4me1 of bESCs-102-50 was more enriched in TSS, and lower in other gene regulatory regions (Figure 7F). GO analysis showed that the biological processes of genes enriched with H3K4me1 in bESCs-102-5 compared with bESCs-F7 included the negative regulation of the macromolecule biosynthetic process, the negative regulation of gene expression, and the negative regulation of transcription and embryonic organ development (Figure S5A). Compared with bESCs-102-5 and bESCs-F7, the biological processes of genes enriched with H3K4me1 in bESCs-102-50 include the regulation of muscle system processes, neurogenesis, cell–cell signaling, tube development, nervous system development and cellular response stimuli (Figure S5A). Compared with bESCs-102-5 and bESCs-102-50, the biological processes of genes enriched with H3K4me1 in bESCs-F7 included circulatory system development, intracellular signal transduction, the anatomical structure formation involved in morphogenesis and the regulation of animal organ morphogenesis (Figure S5A). KEGG analysis showed that compared with bESCs-F7 and bESCs-102-5, the related signaling pathways of genes enriched with H3K4me1 in bESCs-102-50, including animal autophagy, lysosome and protein processing in the endoplasmic reticulum and sphingolipid signaling pathway (Figure S5B). However, there were no significant differences between bESCs-102-5 and bESCs-F7 after KEGG analysis (Figure S5B).

We further analyzed the H3K4me1 modification patterns in BFFs, bESCs-F7, bESCs-102-5 and bESCs-102-50. bESCs-102-5 showed similar H3K4me1 modification to bESCs-F7 in the 10-100kb region upstream and downstream of the TSS, and H3K4me1 modification in bESCs-102-50 was similar to that in BFFs (Figure S5C). The distribution of H3K4me1 in each gene regulatory region was also analyzed (Figure 8A). The percentage of H3K4me1 in the promoter region was slightly increased in bESCs-102-50 compared with bESCs-F7, but it was significantly increased in bESCs-102-5 (Figure 8A). Although the distribution of H3K4me1 at the promoters was increased by MLL1 inhibition, the total amount of H3K4me1 enriched at the promoter position decreased, and bESCs-102-50 was more obvious than bESCs-102-5 (Figure 8B). A volcanic map was drawn for the genes enriched with H3K4me1 in the promoter region, and the difference between bESCs-102-50 and bESCs-F7 (1469 different genes) was greater than that between bESCs-102-5 and bESCs-F7 (603 different genes) (Figure 8C). Among these, compared with bESCs-F7, 327 genes showed increased enrichment and 276 genes were down-regulated in bESCs-102-5-, while 729 genes showed increased enrichment and 740 genes were down-regulated in bESCs-102-50 -(Figure 8C). Analyses of the peak patterns of the promoter regions of *OCT4*, *DUSP5*, *KLF4* and *PRDM14* showed a decrease in the number of peaks clustered in bESCs-102-5 and bESCs-102-50 (Figure 8D and Figure S5D). Enrichment with H3K4me1 in the whole genes of *NANOG*, *OCT4*, *KLF4* and *DUSP5* was increased in bESCs-102-5 and bESCs-102-50 and showed obvious differences in distribution (Figure 8E). Heat maps of the related enriched naïve and primed genes showed high similarity between bESCs-F7 and bESCs-102-50 (Figure S5E,F). In bESCs-102-5, H3K4me1 modification of the naïve genes *CD9*, *FGF4* and *DPPA3* was increased (Figure S5E), and H3K4me1 modification of the primed genes *DUSP6*, *ZIC2*, *C-MYC* and *HOXB3* was also increased (Figure S5F). In summary, MLL1 inhibition decreased and changed the pattern of H3K4me1 modification in bESCs, which may lead to improved pluripotency in bESCs.

### 2.5. MLL1 Inhibition Down-Regulated mCG Levels in the Promoter Region of bESCs

To further investigate the influences of the MLL1 inhibition on bESCs, we analyzed the alteration of DNA methylation in MM-102-treated cells. At first, the expression of DNMT family genes related to DNA methylation was detected via qRT-PCR. After MLL1 inhibition, the level of *DNMT3A* was down-regulated, but that of *DNMT3B* was up-regulated. Interestingly, *DNMT1* and *DNMT3L* in bESCs-102-5 and bESCs-102-50 were down-regulated, while bESCs-102 and bESCs-3i were up-regulated (Figure 9A). The protein of DNMT3A was down-regulated and that of DNMT3B was up-regulated in bESCs-102-5 and bESCs-102-50. In bESCs-102, both DNMT3A and DNMT3B were up-regulated, whereas in bESCs-3i, both were down-regulated (Figure 9B).

Next, whole-genome methylation sequencing (WGMS) of the cells was performed. The results showed that the methylated regions of bESCs-102-5 and bESCs-102-50 are more widely distributed than those of bESCs-102 and bESCs-3i (Figure 9C). Moreover, at the methylation level, bESCs-102 and bESCs-3i were more strongly correlated with bESCs-F7, while bESCs-102-5 and bESCs-102-50 were considerably different from bESCs-F7 (Figure 9C,D). The methylation regions of bESCs-102-5 and bESCs-102-50 were more concentrated than those of bESCs-F7. bESCs-102 and bESCs-3i had a higher proportion of less-methylated regions than bESCs-F7 (Figure S6A). DMR analysis of the methylation of CpG showed that MLL1 inhibition changed the methylation distribution of bESCs, and, compared with bESCs-F7, all the cell lines treated with MM-102 showed different patterns of CpG DMR methylation; however, the pattern of bESCs-102-5 was similar to that of bESCs-102-50, and the pattern of bESCs-102 was similar to that of bESCs-3i (Figure S6B). Heat maps showed that MLL1 inhibition induced higher levels of methylation in the CpG region than bESCs-F7 (Figure S6C). Notably, MM-102 decreased mCG levels in the upstream regulatory region and downstream regulatory region of bESCs. On the gene body, the degree of methylation of bESCs-102-50 and bESCs-102 was almost the same as that of bESCs-F7, while bESCs-102-5 methylation was higher than that of bESCs-F7, and bESCs-3i methylation was lower than that of bESCs-F7 (Figure S6D). We further analyzed changes in the DNA methylation levels in each gene region. The methylation levels of the CpG island (CGI), promoter and exon in bESCs-102-5 and bESCs-102-50 were decreased compared with bESCs-F7, but the methylation levels of the CGI shore, intron and repeat regions was increased (Figure 9E). Regarding bESCs-102 and bESCs-3i, the methylation level of the promoter was also decreased, the difference being that, except for the promoter, the methylation level of bESCs-102 did not change, but the exon, intron, 3′-untranslated region (3′-UTR, utr3) and repeat regions of bESCs-3i decreased (Figure 9E). mCG in the promoter region of OCT4 and NANOG decreased upon MLL1 inhibition following bisulfite genomic sequencing of the promoter regions (Figure 9F). In short, the inhibition of MLL1 down-regulated the expression level of *DNMT3A*, up-regulated the expression level of *DNMT3B* and changed the distribution of DNA methylation modification; this was mainly reflected in the increase in the overall CpG methylation level, the decrease in mCG in the upstream and downstream regions of the genes and the decrease in mCG in the promoter region. These changes may partly explain why MM-102 changes the pluripotency of bESCs.

## 3. Discussion

Given the highly accessible and hyperactive chromatin structures in pluripotent stem cells (PSCs), it is generally assumed that H3K4me plays an important ‘‘housekeeping’’ role in PSCs and is necessary for PSCs to maintain self-renewal and unlimited differentiation potential [15]. Zhang et al. found that H3K4me1 was significantly different between mouse ESCs and EpiSCs, but H3K4me3 was not. Interestingly, the inhibition of MLL1 led to a genome-wide change in H3K4me1 in EpiSCs and the global redistribution of H3K4me1 at the enhancers, and repressed lineage determinant factors and EpiSC markers, which indirectly regulate the transcription of mouse ESCs [12]. Naïve PSCs are distinguished from primed PSCs by their capacity to form teratomas and chimeric animals following their introduction into pre-implantation embryos, and exhibit unique transcription makers and DNA methylation levels [15]. In recent years, significant advances have been made in the conversion of the primed state of hPSCs into naïve pluripotency. Human naïve pluripotency has shown better differentiation than the primed state, which is associated with the accumulation of DNA methylation and epigenetic-repressive marks in the primed state [16]. Previous studies showed that MLL1 inhibition transformed mouse EpiSCs into a naïve pluripotent state [12], and the combined treatment of the MLL1 inhibitor and 1α,25-dihydroxyvitamin D3 (1,25-(OH)2D3) enhanced the functionality of expanded PSCs, triggering an extended 2C-like state in vitro and robust totipotent-like properties in vivo [17]; this indicated the MLL1 inhibition increases the differentiation capacity of PSCs. In this study, we found that MLL1 inhibition improved the pluripotency and differentiation potential of bESCs by decreasing H3K4me1 modification at the promoters and altered the distribution of DNA methylation in bESCs. However, MLL1 inhibition increased some naïve and primed markers simultaneously, but did not transform bESCs from a primed to a naïve state as in the mouse EpiSCs. We also found that MLL1 inhibition by itself cannot as effectively transform bovine ESCs to a naïve state. This may be due to the following: firstly, the MLL1 inhibitor used in our study is different from that used at the Dou Lab [12], which may lead to differences in some effects; secondly, MM-102 only up-regulated some of the stem cell signaling pathways, such as PI3K-Akt and WNT, which may not be enough to transform bESCs from a primed to a naïve state; finally, the characteristics of PSCs from domestic animals are quite different from those from mice and humans, and further investigation is needed to thoroughly define the PSCs of domestic animals.

MLL1 epigenetically regulates gene expression patterns that specify cellular identity in both embryonic development and adult stem cell populations. *Mll1* is required for the expression of neurogenic—but not gliogenic—transcriptional modules in multipotent neural stem cell (NSC) populations, which further indicates that specific *Mll1*-dependent genes may be useful for direct reprogramming strategies [18]. MLL1 induced the activation of a Rac/Rho/Integrin signaling axis, to enhance hematopoiesis from murine embryonic stem cells [19]. In this study, MLL1 inhibition in bESCs increased the expression of PRDM14, which is a histone lysine methyltransferase and a common marker of primordial germ cells and pluripotent embryonic stem cells [20]. Moreover, the inhibition of MLL1 down-regulated the expression level of *DNMT3A* and up-regulated the expression level of *DNMT3B*. DNMT3B is the primary driver of de novo DNA methylation in actively transcribed genes, while DNMT3A plays a minimal role in ESCs [21]. These results indicate the effects of MLL1 inhibition in bESCs, mainly on an epigenetic level. MLL1 inhibition changed the distribution of DNA methylation, which was mainly reflected in the increase in the overall CpG methylation level, the decrease in mCG in the upstream and downstream regions of the genes, and the decrease in mCG in the promoter region. The increased expression of DNMT3B in bESCs is associated with increased DNA methylation (CpG). Meanwhile, mCG in the promoter region of pluripotent genes such as *OCT4 and NANOG* was decreased upon MLL1 inhibition, following the bisulfite genomic sequencing of the promoter regions. These changes may be one of the reasons why MM-102 changes the pluripotency of bESCs. Although the distribution of DNA methylation was changed following MLL1 inhibition, the global DNA hypomethylation observed in naïve PSCs was not achieved. To obtain real naïve PSCs for bovines, a thorough understanding of pluripotency control in ruminants is needed.

In conclusion, MLL1 inhibition enhanced the pluripotency of bovine embryonic stem cells, which enriched the promoter of pluripotency genes with H3K4me1 to increase the expression of pluripotency genes, and MM-102 altered the global DNA methylation distribution of bESCs.

## 4. Materials and Methods

### 4.1. Animal Care and Use

All experiments with mice (generation of embryonic fibroblasts and teratoma formation) were conducted in accordance with the Guide for Care and Use of Laboratory Research Involving Animals and approved by the Inner Mongolia University’s Animal Care and Use Committee (approval code: IMU-mouse-2021-037, approval date: 2021-2-26). The C57 mice used in the production of mouse fibroblasts were obtained from the animal breeding room of our laboratory. The teratoma nod-SCID mice used in the differentiation test were purchased from Beijing Wetong Lihua Co., LTD., Beijing, China, and tested in our laboratory’s temporary animal breeding room.

### 4.2. Bovine Embryo Culture

The bovine in vitro fertilization and embryo culture are described in our previous report [11]. In short, bovine ovaries were obtained from a local abattoir, and oocytes were cultured for 22–24 h after maturation and fertilized with frozen cattle sperm. Six hours after fertilization, the eggs were transferred to the embryonic culture medium. When the embryos had developed to the 8-cell stage at 48 h, MM-102, PD0325901 and CHIR99021 (2i), or MM-102 plus PD0325901 and CHIR99021 (3i), was added to the medium. The embryos were then cultured for 7–8 days to develop into blastocysts.

### 4.3. Derivation of bESC Cell Lines

The bovine blastocysts obtained via in vitro fertilization were removed from the zona pellucida and plated in 4-well plates, and mTeSR-E6 (05946, STEMCELL Vancouver, Technologies, Canada) was added with 20 ng/mL FGF-2 (100-18B, STEMCELL Technologies, Vancouver, BC, Canada), 2.5 μM IWR-1 (I0161, Sigma-Aldrich, Shanghai, China) and 0.1328 g/mL low fatty acid BSA (219989925, MP Biomedicals, Auckland, NZ, USA), and were incubated at 37 °C and 5% CO_2_. After 48–72 h, ICMs adhered to the feeder layer, and the medium was changed daily. Outgrowths (after 8–10 days in culture) were dissociated and passaged using TrypLE (12563011, Gibco, CA, USA) and were reseeded in the presence of 10 μM Rho kinase (ROCK) inhibitor Y-27632 (SCM075, Sigma, Shanghai, China). The established bESC lines were grown in 12-well plates and were passaged every 5 days at a 1:4–1:6 split ratio. To increase cell survival, the ROCK inhibitor Y-27632 (10 μM) was added to the wells 1 h before passaging and was also added to the newly prepared wells containing MEFs treated with mitomycin and fresh culture medium during the first 24 h of cultivation.

### 4.4. Alkaline Phosphatase (AP) Staining

Prior to AP staining, the bESCs were cultured on feeder cells for 4 days. Following the removal of the culture medium, the cells were washed with DPBS and fixed for 10 min at room temperature using 4% paraformaldehyde. The fixed cells were washed three times with DPBS and stained for 1–3 h at room temperature in the dark, using the BCIP/NBT Color Development Substrate Kit (C3206, Beyotime Biotechnology, Shanghai, China). The cells were washed with DPBS to terminate the staining reaction and were subsequently maintained in DPBS.

### 4.5. Karyotype Analysis

During the flourishing period of cell division, which is usually on the 4th day of culture, 2 mg/mL colchicine (64-86-8, Sigma, Shanghai, China) was added to the culture medium and incubated at 37 °C for 2.5 h. Then, the cells were treated with 8 mL 0.075 mol KCl solution in a 37 °C water bath for 30 min. We collected the cells and added 1mL fixing solution (acetic acid: methanol = 1:3), and the solution was mixed. After centrifugation at 1500 rpm for 5 min, the supernatant was discarded, 10 mL fixing solution was added and mixed, and the cells stood at room temperature for 15min. After carrying out these fixing procedures three times, 50–200 μL fixing solution was added to the cells and mixed well, according to the amount of precipitation. Then, the cells were dropped from a height of approximately 1 m onto a pre-cooled slide at −20 °C, and left to dry overnight. The prepared sample was immersed in 0.025% trypsin solution preheated at 37 °C, and digested for 10 s; then, it was quickly washed twice in 0.85% NaCl solution, and dried. The sample was dyed in Jimsa solution (48,900, Sigma, Shanghai, China) for 15 min; then, we slowly washed off the excess with water, and dried it. Photographs were taken and analyzed using a cytogenetics workstation.

### 4.6. Quantitative Real-Time PCR (qRT-PCR)

The quantification of mRNAs was conducted via real-time PCR using specific primers. Real-time PCR was performed using an Applied Biosystems 7500 sequence detection system (Thermo Fischer Scientific, Shanghai, China) and KAPA SYBR^®^ FAST Universal qPCR master mix (Kapa Biosystems Pty, Boston, MA, USA). The PCR samples were analyzed in 96-well plates. Each reaction (20 mL) contained forward and reverse primers at 0.2 mM and 10 mL SYBR Green PCR master mix. The PCR steps included incubation for 5 min at 95 °C, followed by 40 cycles of 95°C for 10 s, 60 °C for 20 s, and 72 °C for 30 s. All reactions were performed at least in triplicate, and product identity was confirmed via melting curve analysis. Relative expression levels were determined using the 2^−ΔΔCT^ method, and normalized against GAPDH levels.

### 4.7. Statistical Analysis

Statistical analyses of qPCR results were performed using GraphPad Prism 8.3.0, and statistically significant differences between groups were identified using a paired *t*-test, with bESCs-102, bESCs-3i, bESCs-102-5, and bESCs-102-50 as the treatment groups and bESCs-F7 as the control group. The blastocyst rates, TE, ICM and total cells of the blastocysts subjected to different treatments were analyzed via a chi-squared test with Yates’ correction. The analyses were performed using the statistical software GraphPad PRISM 6.0 (GraphPad Software, Inc., La Jolla, CA, USA), and the results are presented as the means ± SDs. *p*-values less than 0.05 were considered statistically significant.

### 4.8. RNA-seq Analysis

Transcriptome (RNA) sequencing was performed by Tianjin Nuohe Zhiyuan Biotechnology Co., LTD, Tianjin, China. The PCA plot and volcano plot in this paper were generated using ggplot2 (version: 3.3.5) in R software 4.1.0, and the heatmap was generated using pheatmap (version:1.0.12); all track data (BS-seq, Chip-seq) were transformed to bigwig format used deeptools (version:3.4.3) [22], and then visualized using the Integrative Genomics Viewer (IGV, 2.14.1) [23].

### 4.9. Immunofluorescence Staining (IF)

Cells were cultured on coverslips on a 4-well plate. When grown to a suitable density, the cells were fixed with 4% paraformaldehyde for 10 min, and then treated with Triton X-100 to penetrate the cell membrane. After three washes with PBS, the cells were incubated with the primary antibody at 4 °C overnight. Then, the cells were incubated with the secondary antibody at room temperature for 1 h. After the removal of antibodies, the cells were incubated at room temperature with DAPI for 5 min. The slide was sealed after a microscopic examination. The antibodies used in this experiment included anti-OCT4 (sc-5279, Santa Cruz Biotechnology, Shanghai, China), anti-SOX2 (L1D6A2, Cell Signaling, Boston, MA, USA), anti-NANOG (500-P236, Peprotech, Shanghai, China), anti-SSEA-1 (MAB4301, Sigma, Shanghai, China), anti-SSEA-4 (MAB4304, Millipore, Shanghai, China), anti-TRA-1-60 (MAB4360, Shanghai, China), anti-TRA-1-81 (MAB4381, Shanghai, China), anti-AFP (AF5369, R&D Systems, Minneapolis, MN, USA), anti-SMA (ab5694, Abcam, Cambridge, MU, USA) and anti-GFAP (I1044, DAKO, Copenhagen, Denmark). 

### 4.10. Flow Cytometry Analysis

The cells were fixed with 4% paraformaldehyde for 10 min and permeabilized with 0.8% Triton X-100 for 10 min. Then, the cells were incubated with antibodies in 10% goat serum for 1h at room temperature. The primary antibody was incubated at 4 °C overnight and the secondary antibody was incubated at room temperature for 1 h. The DPBS was used to wash off the antibodies between each step. After incubation, the cells were screened and analyzed via flow cytometry (Cytoflex LX), according to the corresponding fluorescence intensity. The antibodies used in this experiment included anti-SSEA-1 (MAB4301, Sigma) and anti-SSEA-4 (MAB4304, Millipore).

### 4.11. Western Blotting (WB)

Cells were collected and protein was extracted using a Mammalian Protein Extraction Reagent (CWBIO, Taizhou, Jiangsu, China), according to the manufacturer’s procedure. A cracking product was added to the loading buffer and boiled in boiling water for 5 min for denaturation. We added the same amount of protein sample into the hole of the SDS-PAGE gel, and maintained a constant pressure of 90–120 V for 30 min–3 h. After the marker was separated, the gel was cut according to the marker position to obtain the corresponding protein sizes, and transferred to a nitrocellulose membrane with a constant current of 200 mA for 30 min–1 h. After the transfer of the required strip was completed, we placed it in 5% sealing solution and placed it at room temperature for 1 h. We transferred the membrane to the diluent of the primary antibody at 4 °C overnight, and washed the membrane 3 times with TBST solution. The secondary antibody was incubated at room temperature for 1 h, and TBST was used to wash the membrane 3 times; it was exposed to an indicator after the treatment. The antibodies used in this experiment included anti-H3 (4620S, Cell Signaling Technology, Boston, MA, USA), anti-H3K4me1 (ab8895, Abcam, Cambridge, MU, USA), anti-H3K4me2 (ab32356, Abcam), anti-H3K27me3 (ab6002, Abcam), anti-GAPDH (10494-1-AP, Proteintech, Franklin Lakes, NJ, USA), anti-PRDM14 (ab187881, Abcam), anti-P300 (ab54984, Abcam), anti-G9A (ab18894, Abcam), anti-DNMT3A (D23G1, Cell Signaling Technology, Boston, MA, USA) and anti-DNMT3B (bs-0301R, Bioss, Beijing, China). Images were obtained using a Tanon 5200 Multi Automatic Fluorescence and Chemiluminescence Imaging System (Tanon, Shanghai, China).

### 4.12. Formation of Embryoid Bodies (EB) In Vitro

When the density of the cells reached 80%, the cells were digested and collected. The differentiation medium from the first stage (90% IMDM + 10% FBS) was used to suspend the cells in low-adherent 35 mm culture dishes. The embryoid body formed at 6–7 days. The embryoid bodies were collected and centrifuged. Cells were resuspended in the second-stage differentiation medium (90%DMEM + 10% FBS) and plated into four-well plates for adherent growth. After 3 weeks of culture, the differentiated cells were identified via immunofluorescence staining, with the specific antibodies of three germ layers. The antibodies used in this experiment included anti-α-SMA (ab244177, Abcam, Cambridge, MU, USA), anti-AFP (MAB1368, R&D Systems, Minneapolis, MN, USA) and anti-GFAP (Z0334, DAKO, Copenhagen, Denmark).

### 4.13. Teratoma Formation In Vivo

The cells were collected and suspended in an appropriate amount of DPBS, and approximately 1 × 10^7^ cells were injected subcutaneously into Nod scid mice at each site. When the tumors were visible, the teratomas were removed from the mice. The resulting teratomas were paraffin-embedded, sectioned, and HE stained for analysis.

### 4.14. ChIP-seq Analysis

The Simple ChIP^®^ Plus Enzymatic Chromatin IP Kit (Magnetic Beads) (9005, Cell Signaling) was utilized to extract DNA fragments from the cells. The sequencing was performed by Tianjin Nuohe Zhiyuan Biotechnology Co., LTD, Tianjin, China. Illumina reads were first mapped to the UCSC bosTau9 reference using bwa-mem (version:0.7.17) [24] with default parameters. Next, Picard (http://broadinstitute.github.io/picard/, accessed on 12 June 2023, version 2.23.1) was used to mark up the PCR duplicates. Then, we used macs2 (v2.2.7.1, -nomodel-broad-broad-cutoff 0.1-shift 0-gsize 2.7e9-keep-dup auto) [25] to call the peaks. H3K4me1 signals were normalized using the MA norm (version: 1.1.4) [26] method for the quantitative comparison of ChIP-seq data, and the significant differential peaks were determined as log10(*p*-value) < 0 and M-value > 1. Subsequently, the differential peaks were annotated to UCSC bosTau9 using the R package ChIP seeker (version: 1.28.3) [27] and TxDb.Btaurus.UCSC.bosTau9.refGene (version: 3.10.0).

### 4.15. Bisulfite Genomic Sequencing Analysis

All cell lines in this experiment were used to analyze the promoter methylation of *OCT4* and *NANOG* via bisulfite sequencing PCR. DNA treatment and methylation-specific PCR were executed using the ZYMO EZ DNA Methylation-Gold Kit (ZYMO RESEARCH) and Takara Ex Taq (Hot Start Version), according to the manufacturers’ protocols. The PCR products were ligated into a pEASY-T1 Cloning Vector (Trans Gen Biotech, Beijing, China) for methylation sequencing. At least 10 clones per gene were sequenced and analyzed for each sample.

### 4.16. Whole-Genome Methylation Sequencing

DNA methylation sequencing was performed by Tianjin Nuohe Zhiyuan Biotechnology Co., LTD. The R package edge R (version: 3.34.1) [28] was used to analyze the differences between the treatments and the control. The read counts were tested for differential expression using the ‘exact test’. The differentially expressed genes (DEGs) in the data set with |log2 (fold change)|≥ 1.5 and adjusted *p* ≤ 0.05 were selected for the subsequent analyses. Next, the cluster profiler (version: 4.0.5) [29] package was used to annotate and enrich the GO and KEGG pathways for DEGs. *p* ≤ 0.05 was determined as a cut-off criterion for significant enrichment.

## Figures and Tables

**Figure 1:**
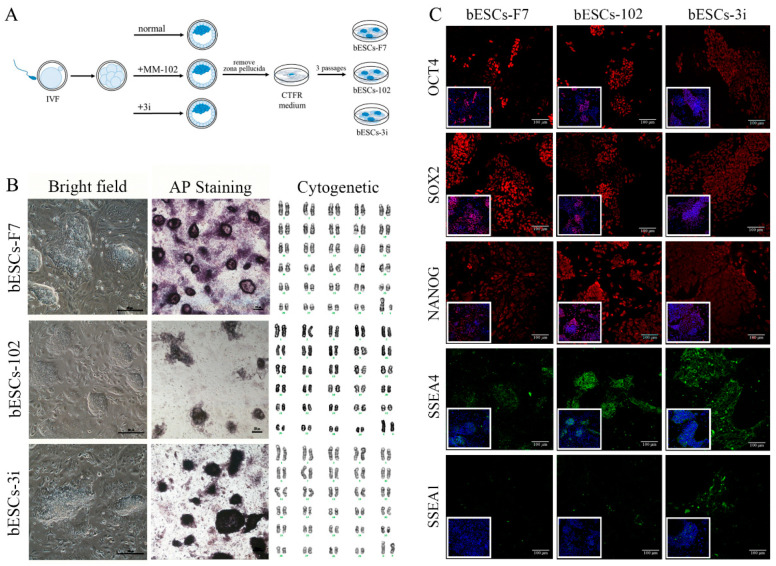
Generation of bovine blastocysts and establishment of bESCs in CTFR. (**A**) Schematic diagram of embryo culture with different combinations of MM-102, CHIR99021 and PD0325901, and establishment of bESCs from blastocysts by CTFR culture system. Note: 3i indicated CHIR99021 + PD3259012 + MM-102. (**B**) Morphology, alkaline phosphatase staining and karyotyping analysis of bESCs-F7, bESCs-102 and bESCs-3i (scale bar, 200 μm). (**C**) Immunofluorescence staining of pluripotency markers OCT4, SOX2 and NANOG, primed pluripotency marker SSEA4 and naïve pluripotency marker SSEA1 (scale bar, 100 μm).

**Figure 2:**
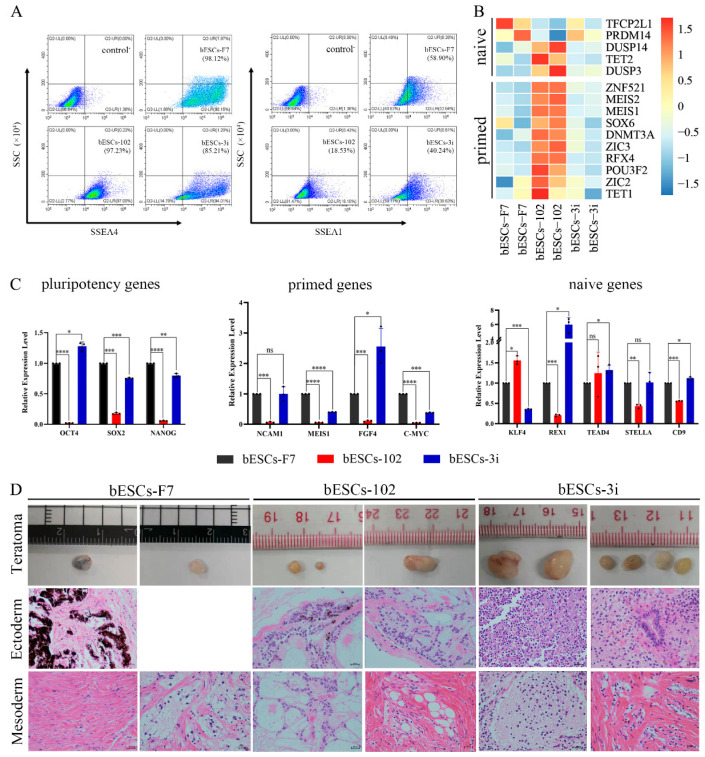
bESCs-102 and bESCs-3i have higher pluripotency marker expression than bESCs-F7. (**A**) Flow cytometry results showing expression of SSEA4 and SSEA1 in bESCs-F7, bESCs-102 and bESCs-3i. Negative control consisted of a mixture of three cell lines. (**B**) Transcriptome analysis of selected naïve and primed pluripotency markers in bESCs-F7, bESCs-102 and bESCs-3i. RNA-seq was performed, and RPKM values were used to define up-regulated genes (RPKM ≥ 1, red) and down-regulated genes (RPKM < 1, blue). (**C**) Relative expression level of pluripotency genes in bESCs-F7, bESCs-102 and bESCs-3i, determined via qRT-PCR. qRT-PCR data normalized to GAPDH. Data processing calculated using *t*-test; n = 3, ^ns^ *p* < 0.1, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**D**) Representative images showing H&E staining of histological sections derived from teratomas generated by bESCs-F7, bESCs-102 and bESCs-3i. Derived teratomas contained tissues of two germ lineages: ectoderm and mesoderm (scale bar, 100 μm).

**Figure 3:**
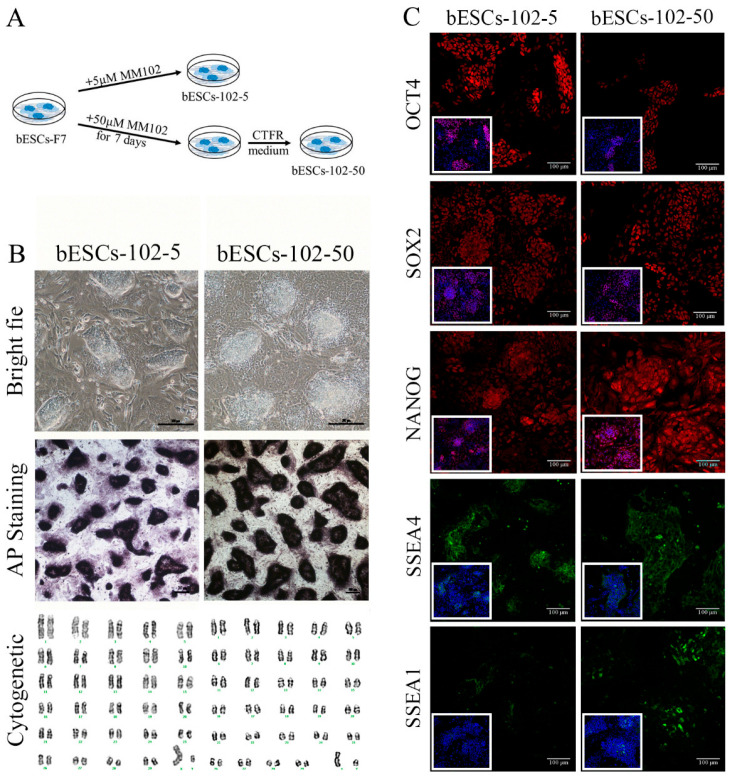
The establishment of MLL1 inhibited bESCs. (**A**) Schematic diagram of the establishment of MLL1-inhibited cell lines bESCs-102-5 and bESCs-102-50. (**B**) Morphology, alkaline phosphatase staining and karyotyping analysis of bESCs-102-5 and bESCs-102-50 (scale bar, 200 μm). (**C**) Immunofluorescence staining of pluripotent markers OCT4, SOX2 and NANOG, primed pluripotent marker SSEA4 and naïve pluripotent marker SSEA1 (scale bar, 100 μm).

**Figure 4:**
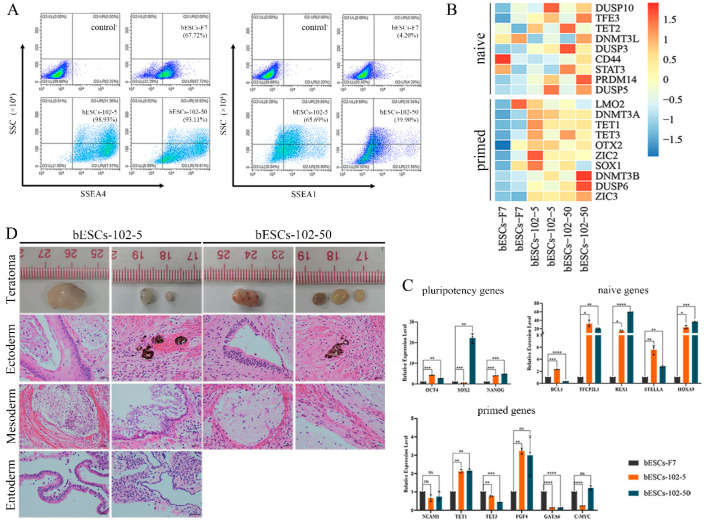
MLL1 inhibition improves pluripotency of bESCs. (**A**) Flow cytometry results showing expression of SSEA4 and SSEA1 in bESCs-F7, bESCs-102-5 and bESCs-102-50. Negative control consisted of a mixture of three cell lines. (**B**) Transcriptome analysis of selected naïve and primed pluripotent markers in different bESCs. RNA-seq was performed, and RPKM values were used to define up-regulated genes (RPKM ≥ 1; red) and down-regulated genes (RPKM < 1; blue). (**C**) Relative expression level of pluripotent genes in bESCs-F7, bESCs-102-5 and bESCs-102-50 by qRT-PCR. qRT-PCR data normalized to GAPDH. Data processing calculated using *t*-test; n = 3, ^ns^ *p* < 0.1, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**D**) H&E staining of histological sections derived from teratomas generated by bESCs-102-5 and bESCs-102-50. Derived teratomas contained tissues of all three germ layer lineages: ectoderm, mesoderm and endoderm (scale bar, 100 μm).

**Figure 5:**
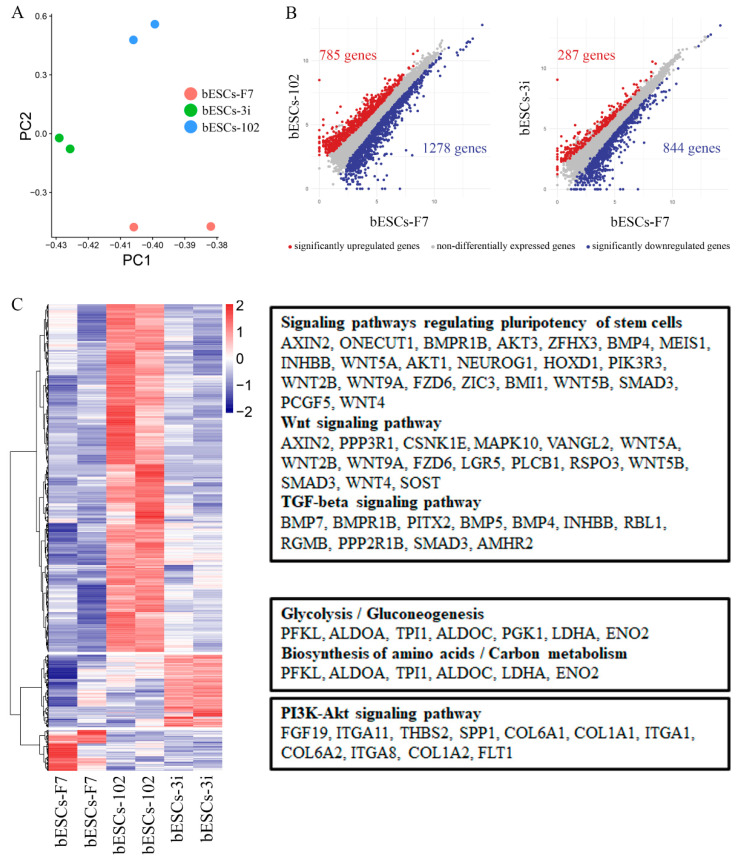
Comparison of pluripotency of bESCs-102 and bESCs-F7, and bESCs-3i and bESCs-F7. (**A**) PCA based on RNA-seq data of bESCs-F7, bESCs-102 and bESCs-3i. (**B**) Scatterplots showing significantly up-regulated (in red) and down-regulated (in blue) genes between bESC-F7 and bESC-102, and bESC-F7 and bESC-3i. Genes that were not differentially expressed are presented in gray. (**C**) Heat maps and KEGG analysis of highly expressed genes in bESCs-F7, bESCs-102 and bESCs-3i, respectively. RNA-seq was performed, and RPKM values were used to define up-regulated genes (RPKM ≥ 1, red) and down-regulated genes (RPKM < 1, blue).

**Figure 6:**
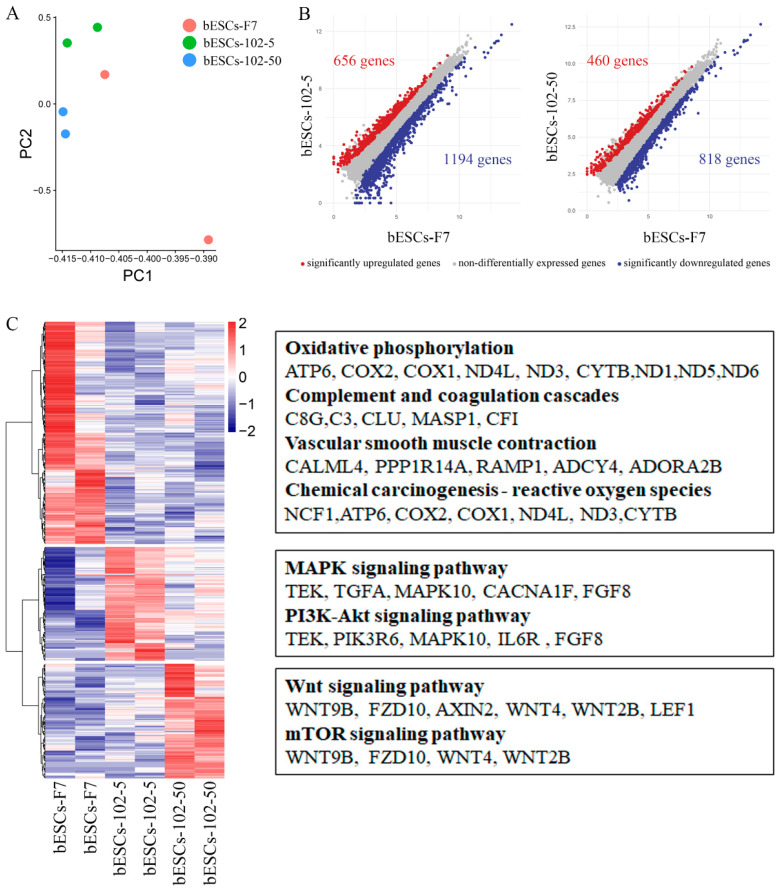
MLL1 inhibition enhanced pluripotent stem cell-related pathways in bESCs-102-5 and bESCs-102-50. (**A**) PCA based on RNA-seq data in bESCs-F7, bESCs-102-5 and bESCs-102-50. (**B**) Scatterplots show significantly up-regulated (in red) and down-regulated (in blue) genes between bESC-F7 and bESC-102-5, and bESC-F7 and bESC-102-50. Genes not differentially expressed are presented in gray. (**C**) Heat maps and KEGG analysis of highly expressed genes in bESCs-F7, bESCs-102-5 and bESCs-102-50, respectively. RNA-seq was performed, and RPKM values were used to define up-regulated genes (RPKM ≥ 0.5, red) and down-regulated genes (RPKM < 0.5, blue).

**Figure 7:**
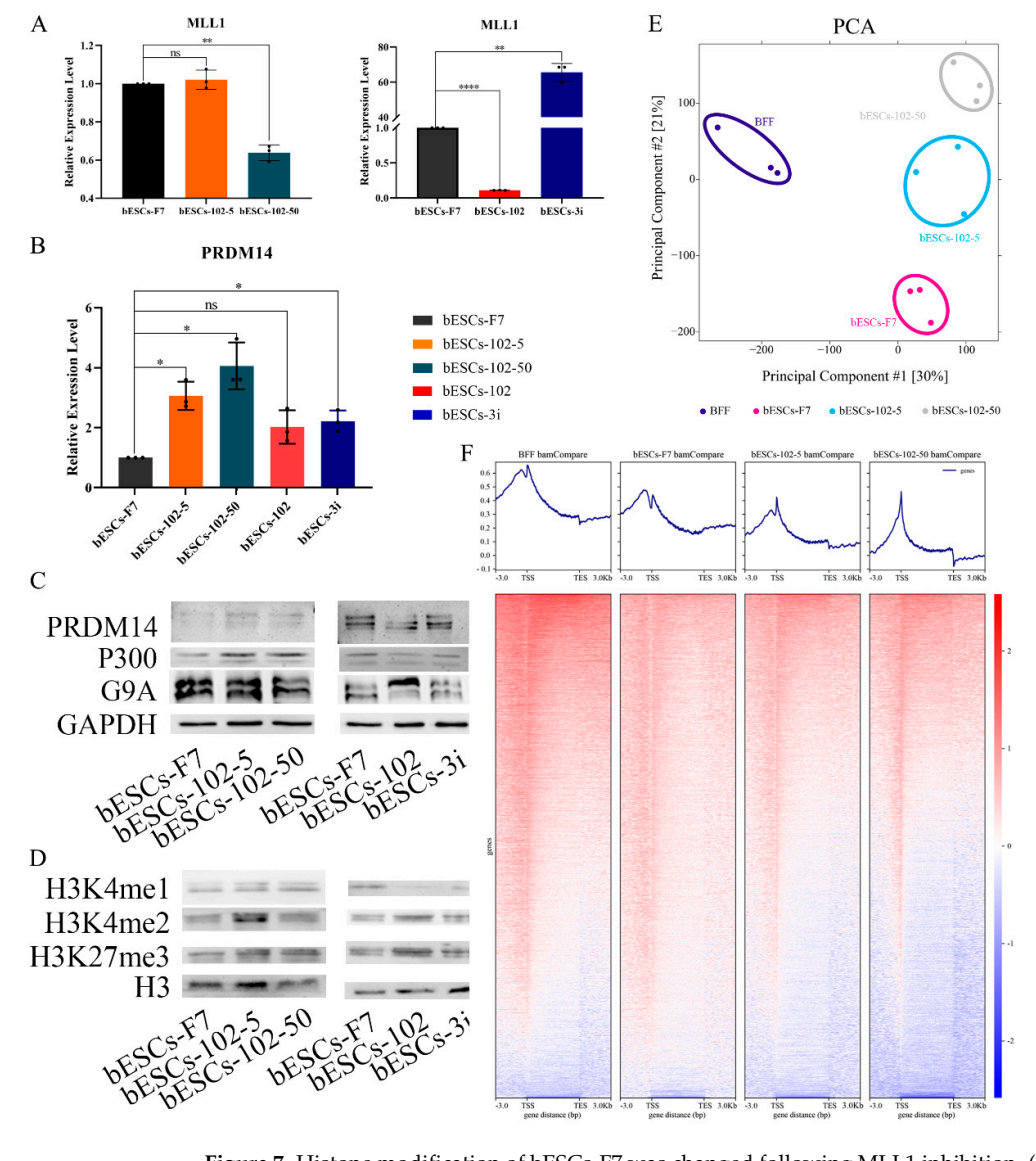
Histone modification of bESCs-F7 was changed following MLL1 inhibition. (**A**) Relative expression level of MLL1 in bESCs-F7, bESCs-102-5, bESCs-102-50 (**left**), and bESCs-102 and bESCs-3i (**right**) by qRT-PCR. qRT-qPCR data normalized to GAPDH. ^ns^ *p* < 0.1, * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001. (**B**) Relative expression level of PRDM14 in bESCs-F7, bESCs-102-5, bESCs-102-50, bESCs-102 and bESCs-3i by qRT-qPCR. qRT-qPCR data normalized to GAPDH. Data processing calculated using *t*-test; n = 3, ^ns^ *p* < 0.1, * *p* < 0.05. (**C**) Western blotting showing protein levels of PRDM14, P300 and G9A in bESCs-F7, bESCs-102-5, bESCs-102-50 (**left**), and bESCs-102 and bESCs-3i (**right**). (**D**) Western blotting showing protein level of H3K3me1, H3K4me2 and H3K27me3 in bESCs-F7, bESCs-102-5, bESCs-102-50 (**left**), and bESCs-102 and bESCs-3i (**right**). (**E**) PCA based on ChIP-seq data of H3K4me1 in BFFs, bESCs-F7, bESCs-102-5 and bESCs-102-50. (**F**) Heatmap of ChIP-seq data of global genes of BFFs, bESCs-F7, bESCs-102-5 and bESCs-102-50. RPKM values were used to define up-regulated genes (RPKM ≥ 1, red) and down-regulated genes (RPKM < 1, blue).

**Figure 8:**
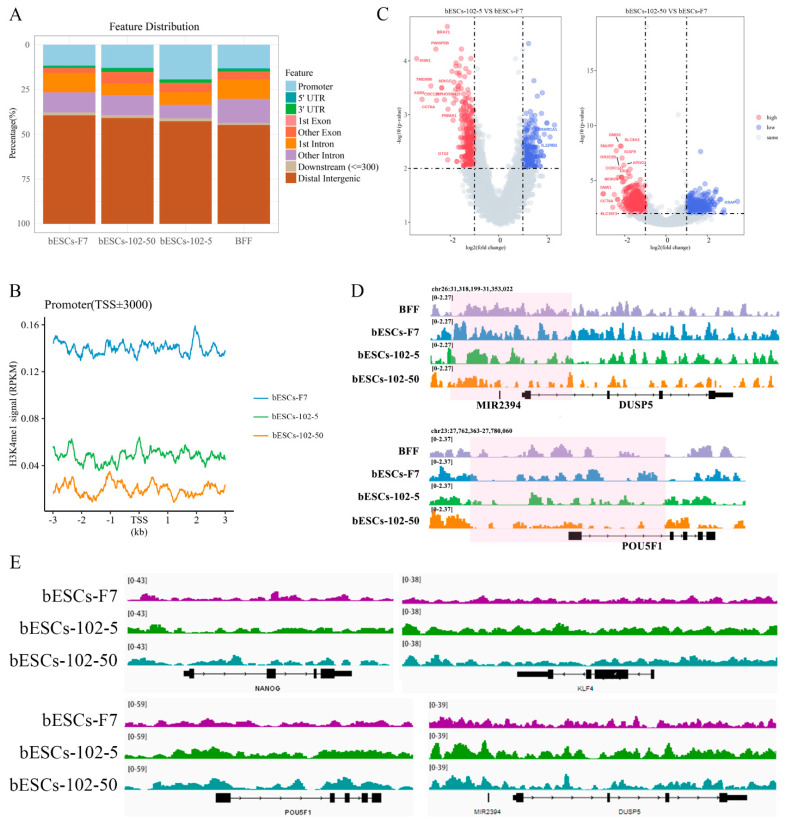
MLL1 inhibition changed the distribution of H3K4me1 at the promoter region. (**A**) Ratios of H3K4me1 in gene regulatory regions based on H3K4me1 ChIP-seq of bESCs-F7, bESCs-102-5, bESCs-102-50 and BFFs. (**B**) Comparison of H3K4me1 modification levels in the promoters of bESCs-F7, bESCs-102-5 and bESCs-102-50. (**C**) Volcano plot displaying H3K4me1 modification of the promoters of bESCs-F7, bESCs-102-5, and bESCs-102-50. Red and blue dots indicate up-regulated and down-regulated genes. (**D**) Peak map of H3K4me1 enrichment in the promoter region of DUSP5 and OCT4 of bESCs-F7, bESCs-102-5 and bESCs-102-50 (pink regions). (**E**) Integrative Genomics Viewer (IGV) Genome Browser views showing H3K4me1 tracks of pluripotent genes in bESCs-F7, bESCs-102-5 and bESCs-102-50.

**Figure 9:**
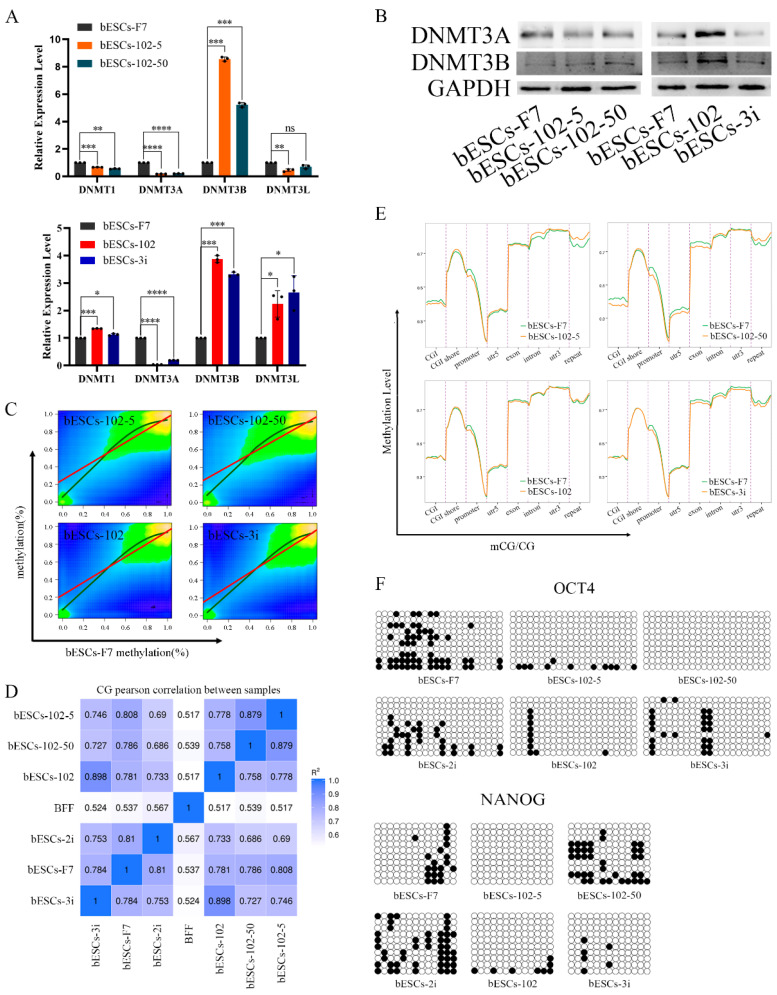
MLL1 inhibition altered DNA methylation in bESCs. (**A**) Relative expression level of DNMT family in bESCs-F7, bESCs-102-5, bESCs-102-50, bESCs-102 and bESCs-3i by qRT-PCR. qRT-qPCR data normalized to GAPDH. Data processing calculated using *t*-test; n = 3, ^ns^ *p* < 0.1, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**B**) Western blotting showing decreased expression of DNMT3A and DNMT3B in bESCs-F7, bESCs-102-5, bESCs-102-50, bESCs-102 and bESCs-3i. (**C**) Correlation plot of methylated sites in bESCs-F7 versus either bESCs-102-5, bESCs-102-50, bESCs-102 or bESCs-3i. Red line represents fit based on linear regression modeling (off-center best fit indicates lower correlation); blue line is based on LOESS weighted regression modeling (curved best-fit line indicates non-linear correlation). (**D**) Pearson correlation of bESCs-F7, bESCs-102-5, bESCs-102-50, bESCs-102 and bESCs-3i. (**E**) Comparison of DNA methylation of bESCs-F7, bESCs-102-5, bESCs-102-50, bESCs-102 and bESCs-3i shows differences in overall distribution of CG methylation levels on gene functional elements. (**F**) Bisulfite genomic sequencing of promoter regions of OCT4 and NANOG in bESCs-F7, bESCs-102-5, bESCs-102-50, bESCs-102 and bESCs-3i.

## Data Availability

Not available.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241511901/s1.

# Supplementary material for: Mixed-Lineage Leukemia 1 Inhibition Enhances the Differentiation Potential of Bovine Embryonic Stem Cells by Increasing H3K4 Mono-Methylation at Active Promoters
**Source:** Int J Mol Sci. 2023 Jul 25;24(15):11901. doi: 10.3390/ijms241511901
**Supplement:** Supplementary file 1

Mixed-Lineage Leukemia 1 Inhibition Enhances the Differentiation Potential of Bovine Embryonic Stem Cells by Increasing H3K4 Mono-Methylation at Active Promoters

Chen Li¹, Xuejie Han¹, Jing Wang¹, Fang Liu¹, Yuanyuan Zhang¹, Zihong Li¹,
Zhenyu Lu¹, Yongli Yue¹, Jinzhu Xiang¹, and Xueling Li^{1*}

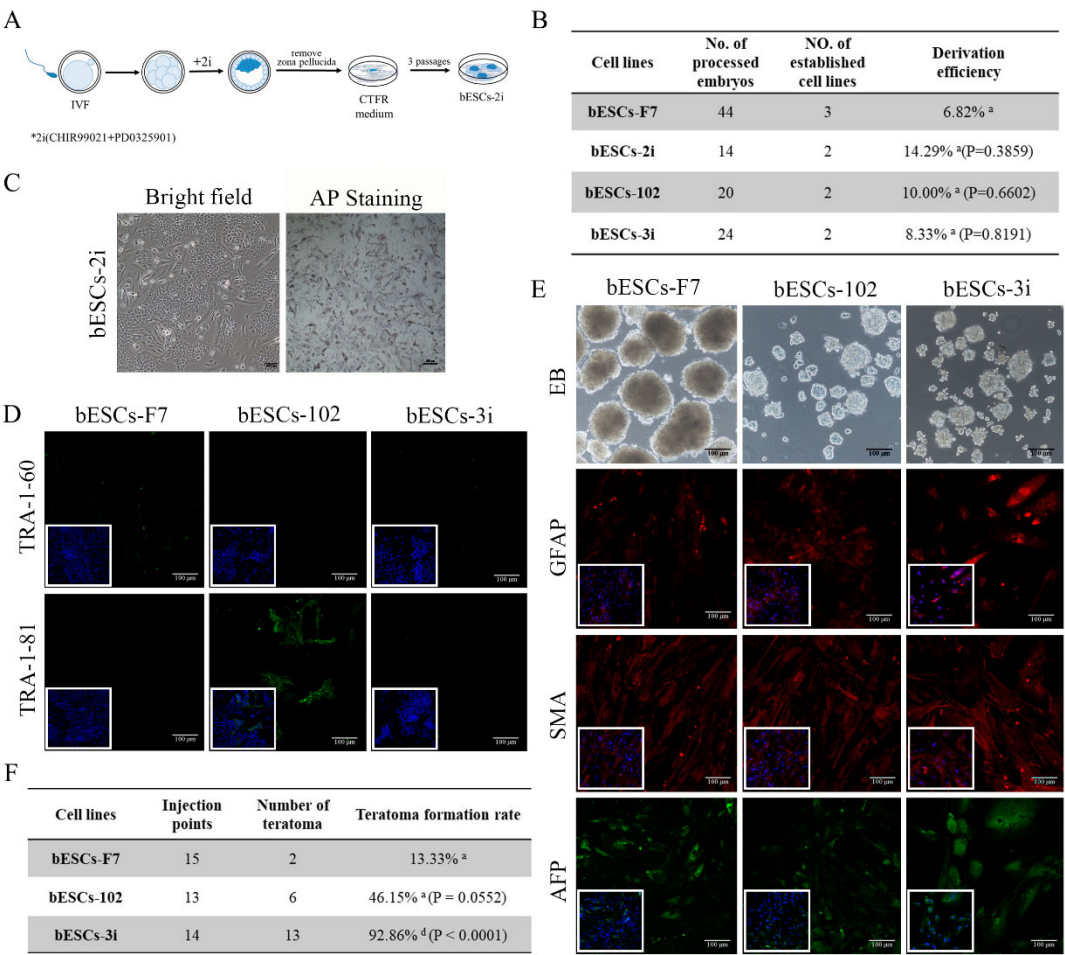

Figure S1. Establishment of bESCs from bovine blastocysts treated with different combination of inhibitors and comparison of pluripotency and differentiation ability of derived bESCs.

(A) Schematic diagram of established bESCs – 2i. (B) Comparison of bESCs generation rates of bESCs – F7, bESCs – 2i, bESCs – 102 and bESCs – 3i. P – values of the blastocyst rate were determined by the chi – squared test with Yates' correction, with the bESCs – F7 group as control. Values in the same column with the same letters (a, a) indicate no significant difference ($P > 0.05$). (C) The morphology and alkaline phosphatase staining of bESCs – 2i (scale bar, 200 μm). (D) IF of pluripotency transcription factors TRA – 1 – 60 and TRA – 1 – 81 of bESCs – F7, bESCs – 102 and bESCs – 3i (scale bar, 100 μm). (E) bESCs – F7, bESCs – 102 and bESCs – 3i spontaneously differentiate into EBs *in vitro* (Scale bar, 100 μm). IF staining is performed after differentiation. GFAP (ectoderm), SMA (mesoderm) and AFP (endoderm) (scale bar, 200 μm). (F) Comparison of teratomas formation rates of bESCs – F7, bESCs – 102 and bESCs – 3i. P values of the blastocyst rate were determined by the chi – squared test with Yates' correction, with the bESCs – F7 group as control. Values in the same column with the same letters (a, a) indicate no significant difference ($P > 0.05$).

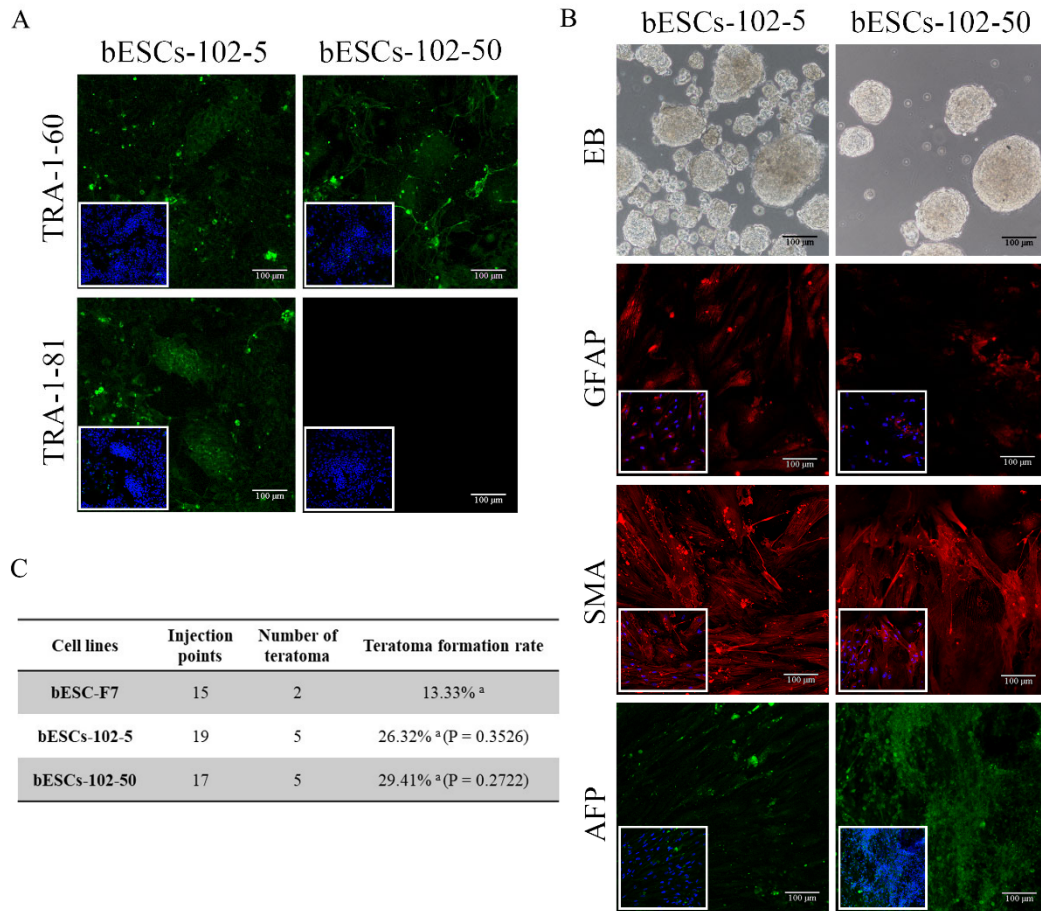

Figure S2. The pluripotency and differentiation ability of bESCs after MLL1 inhibition.

(A) IF of pluripotency transcription factors TRA – 1 – 60 and TRA – 1 – 81 of bESCs – 102 – 5 and bESCs – 102 – 50 (scale bar, 100 μ m). (B) bESCs – F7, bESCs – 102 – 5 and bESCs – 102 – 50 spontaneously differentiate into EBs in vitro (scale bar, 100 μ m). IF staining is performed after differentiation. GFAP (ectoderm), SMA (mesoderm) and AFP (endoderm) (scale bar, 200 μ m). (C) Comparison of teratomas formation rates of bESCs – F7, bESCs – 102 and bESCs – 3i. P values of the blastocyst rate were determined by the chi – squared test with Yates' correction, with the bESCs – F7 group

as control. Values in the same column with same letters (a, a) indicate not significantly difference ($P > 0.05$).

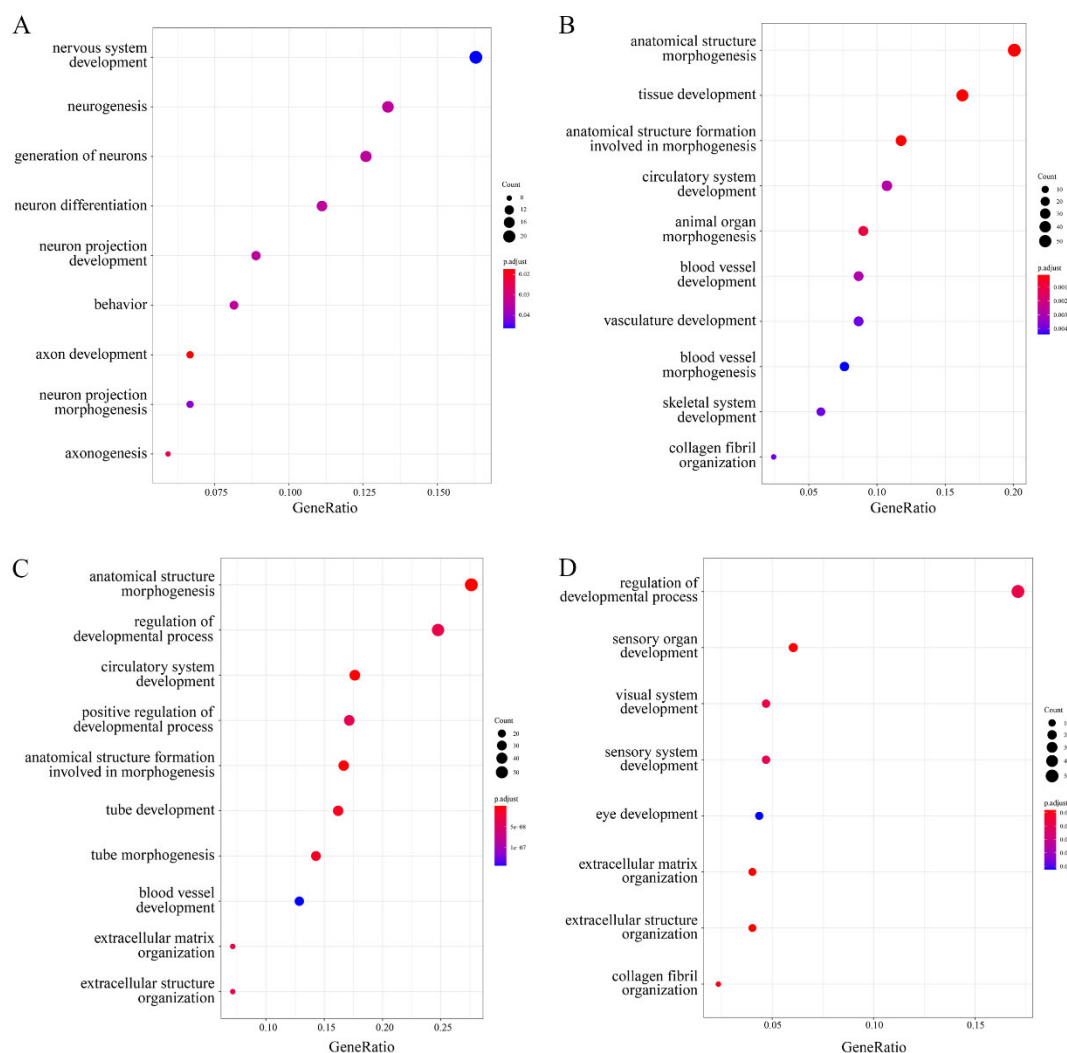

Figure S3. GO biological process analyses of bESCs

(A) GO biological process terms of differentially genes between bESCs – F7 and bESCs – 102. Up – regulated genes in bESCs – 102. (B) GO biological process terms of differentially genes between bESCs – F7 and bESCs – 102. Down – regulated genes in bESCs – 102. (C) GO biological process terms of differentially genes between bESCs – F7 and bESCs – 3i. Down – regulated genes in bESCs – 3i. (D) GO biological process terms of differentially genes between bESCs – F7 and bESCs – 102 – 5. Down

– regulated genes in bESCs – 102 – 5.

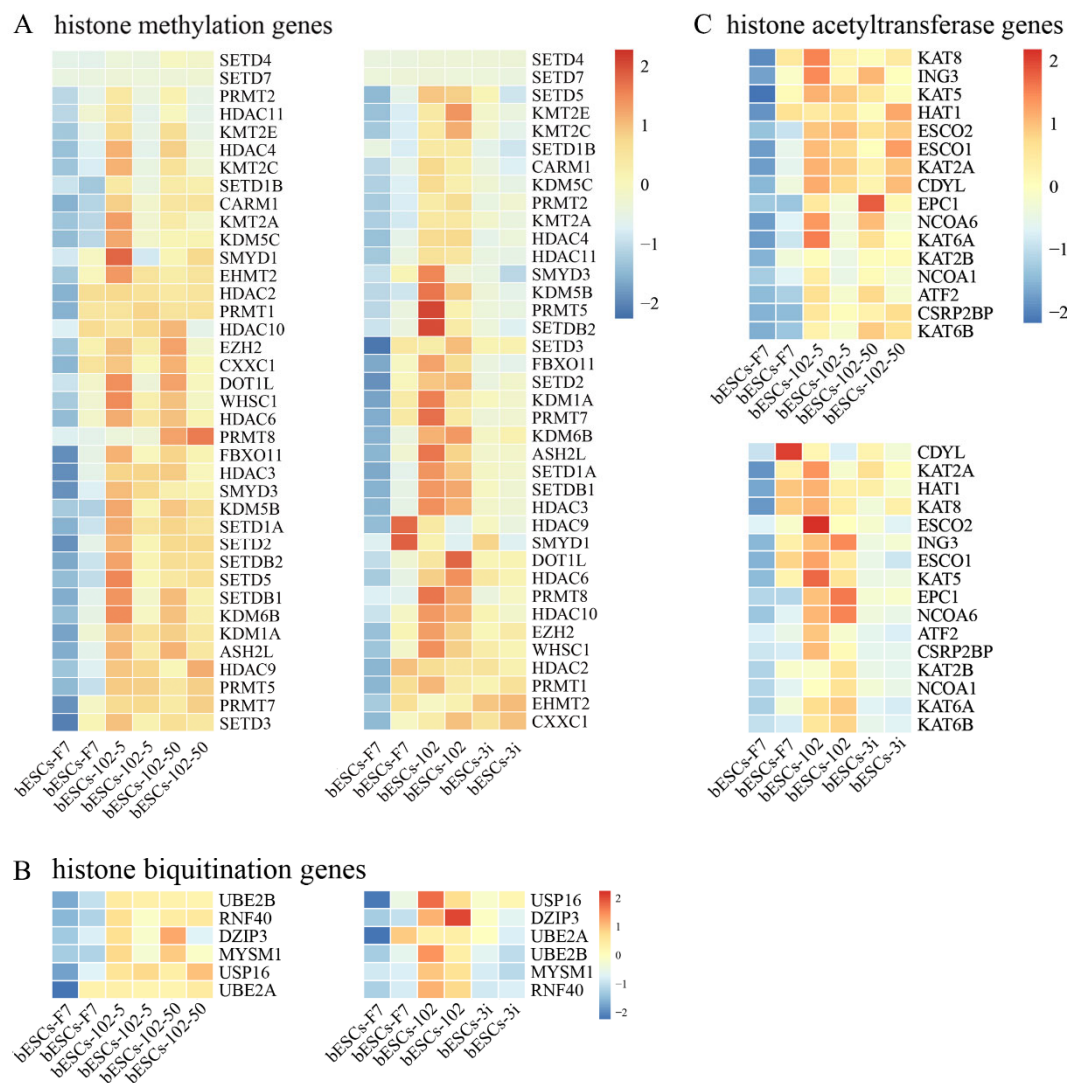

Figure S4. MLL1 inhibition up – regulates the expression of regulatory genes associated with epigenetic modification.

(A) Heat map of histone methylation genes in bESCs. RNA – seq was performed. RPKM values were used to define up – regulated genes ($RPKM \geq 1$, red) and down – regulated genes ($RPKM < 1$, blue). (B) Heat map of histone ubiquitination genes in bESCs. RNA – seq was performed. RPKM values were used to define up – regulated genes ($RPKM \geq 1$, red) and down – regulated genes ($RPKM < 1$, blue). (C) Heat map of

histone acetyltransferase genes in bESCs. RNA – seq was performed. RPKM values were used to define up – regulated genes ($RPKM \geq 1$, red) and down – regulated genes ($RPKM < 1$, blue).

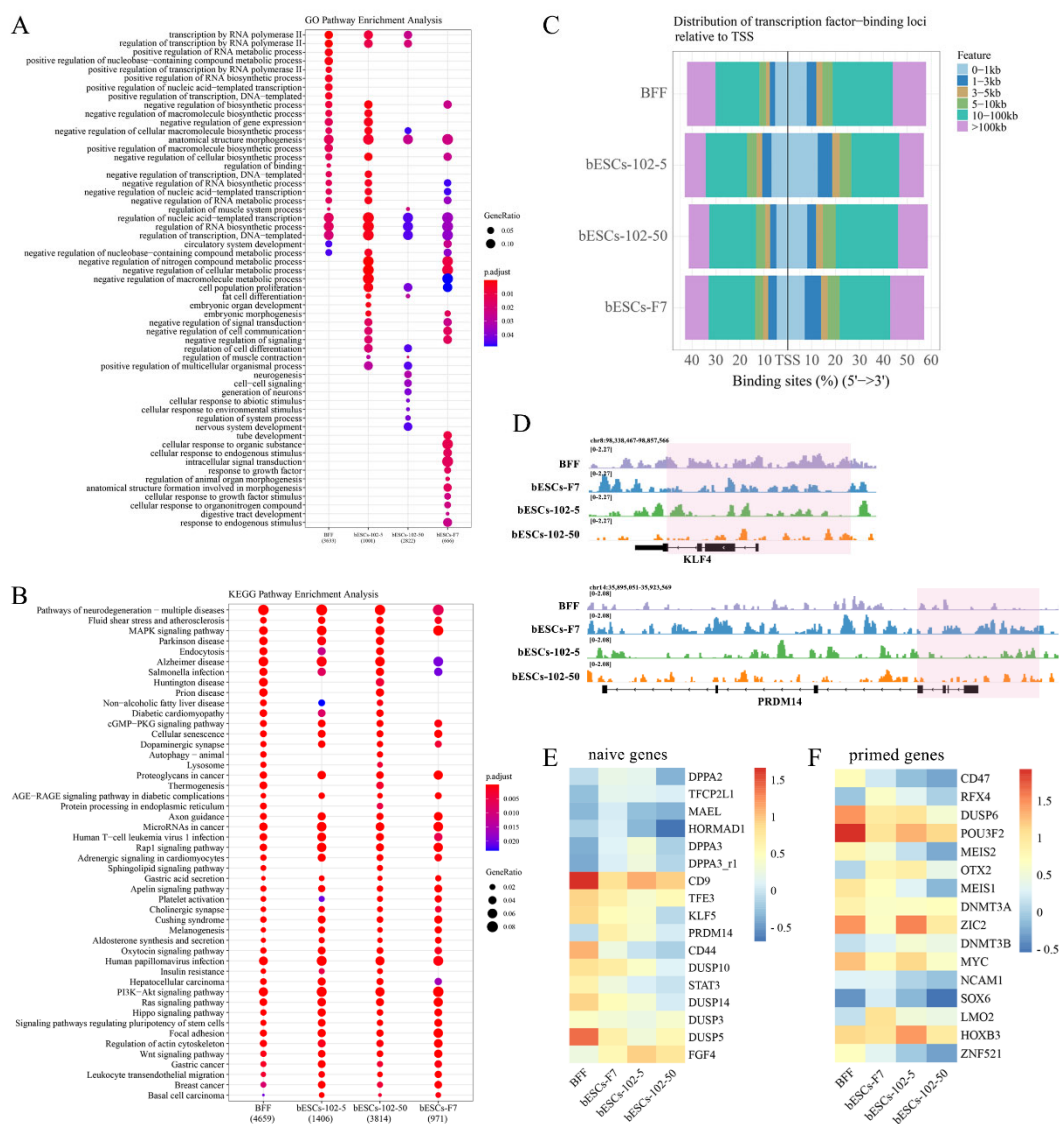

Figure S5. MLL1 inhibition changes the H3K4me1 distribution of bESCs – F7.

(A) GO biological process terms of H3K4me1 ChIP – seq of bESCs – F7, bESCs – 102 – 5, bESCs – 102 – 50 and BFF. (B) KEGG of H3K4me1 ChIP – seq of bESCs – F7,

bESCs – 102 – 5, bESCs – 102 – 50 and BFF. (C) Ratios of bESCs – F7, bESCs – 102 – 5, bESCs – 102 – 50 and BFF gene regions based on H3K4me1 ChIP – seq. (D) Peak map of H3K4me1 enrichment in genes of KLF4 and PRDM14 of bESCs – F7, bESCs – 102 – 5 and bESCs – 102 – 50 promoter sites (pink regions) comparison. (E) H3K4me1 ChIP – seq analysis of naïve pluripotency markers. RPKM values were used to define up – regulated genes ($\text{RPKM} \geq 1$, red) and down – regulated genes ($\text{RPKM} < 1$, blue). (F) H3K4me1 ChIP – seq analysis of primed pluripotency markers. RPKM values were used to define up – regulated genes ($\text{RPKM} \geq 1$, red) and down – regulated genes ($\text{RPKM} < 1$, blue).

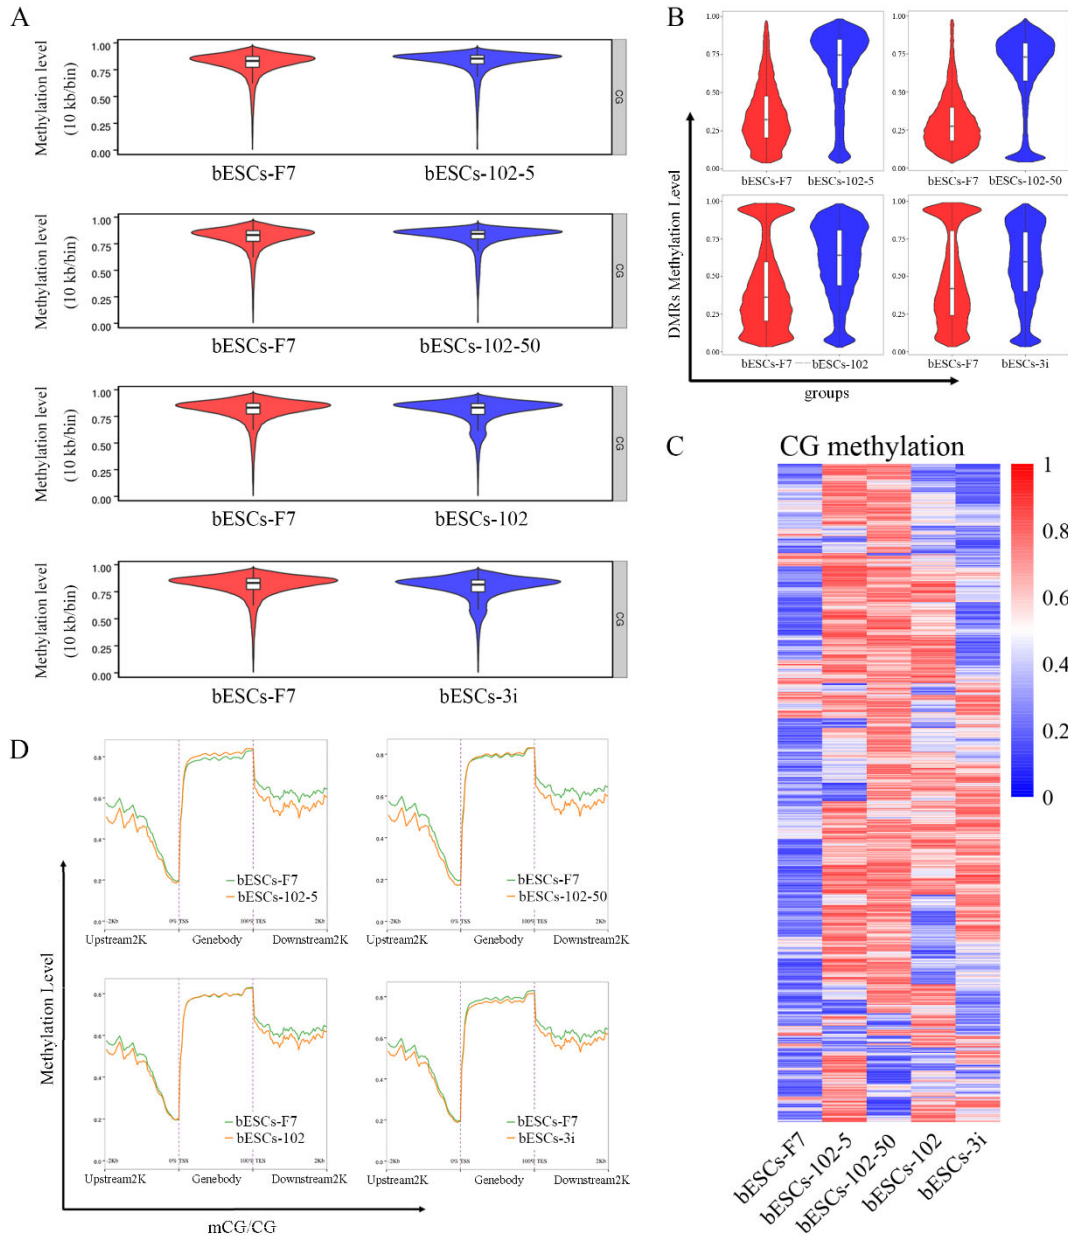

Figure S6. Differences of DNA methylation distribution of bESC's cell lines.

(A) Genome – wide horizontal distribution of methylation sites in of bESCs – F7, bESCs – 102 – 5 and bESCs – 102 – 50, bESCs – 102 and bESCs – 3i, with 10Kb as a bin, the width of each violin represents how much bin is at that methylation level. (B) CG DMR methylation horizontal distribution of bESCs – F7, bESCs – 102 – 5 and bESCs – 102 – 50, bESCs – 102 and bESCs – 3i. (C) Heat map of mCG of bESCs – F7, bESCs – 102 – 5 and bESCs – 102 – 50, bESCs – 102 and bESCs – 3i. DNA

methylation sequencing analysis was performed. RPKM values were used to define up – regulated genes ($\text{RPKM} \geq 0.5$, red) and down – regulated genes ($\text{RPKM} < 0.5$, blue).

(D) The methylation level of bESCs – F7, bESCs – 102 – 5 and bESCs – 102 – 50, bESCs – 102 and bESCs – 3i was 2K in the upstream and downstream of Genebody.

Table S1. Primers of qRT – PCR.

Genes	upstream primer	downstream primer
<i>GAPDH</i>	GGGTCATCATCTCTGCACCT	GGTCATAAGTCCCTCCACGA
<i>OCT4</i>	GGTTCTCTTTGGAAAGGTGTTT	ACACTCGGACCACGTCTTTC
<i>SOX2</i>	CATCCACAGCAAATGACAGC	TTTCTGCAAAGCTCCTACCG
<i>NANOG</i>	TTCCCTCCTCCATGGATCTG	ATTTGCTGGAGACTGAGGTA
<i>NCAM1</i>	AGAAGCAAGAGACCCTGGAC	AGAAGCAAGAGACCCTGGAC
<i>TET1</i>	AGAATGTCGGCTTGGGAAGA	TGGCTTCCATTCCCTTCCCTT
<i>TET3</i>	GGAAGCGGTGTGGTACTTGT	GCTGAGCTCTGAGCCTGTCT
<i>MEIS - 1</i>	TGCAGGCAGTGTCTTAAGGA	CATGACCGATGCTTTGCTCA
<i>FGF4</i>	TACGGCTCGCCTTTCTTCAC	TTCTTGGCCTTGCCGTTCTT
<i>GATA6</i>	GCACCAGTATGGCTCGCT	CTCCAGCAGGTCTGTGCC
<i>C - MYC</i>	CCCATCAGCACAATTACGCA	TGTCCGCCTCTTGTCATTCT
<i>KLF4</i>	TCCCACCGCTCCATTAC	ATGAGAACTCTTCGTGTAGG
<i>REX1</i>	GGAAGAGGACCCACTCCTTC	ACTTGGCCTCCTAGTGCATC
<i>TEAD4</i>	ACTGGATCCAACAGGTGAGG	ATGTCAGAAGGGGTCAAACG
<i>STELLA</i>	TGCAAGTTGCCACTCAACTC	TTCTTTGGCATAGCGAAGT
<i>CD9</i>	TTGGACTATGGCTCCGATTC	TGGCTGCAGCTACTTCAATG
<i>BCL2</i>	GATGACTTCTCTCGGCGCTA	GACCCCTCCGAACTCAAAGA
<i>TFCP2L1</i>	GTGCAGATCGACACCTTCAA	GGGAGCACTCTGAGAGGATG
<i>HOXA9</i>	CATCACCACCACCCCTATGT	GCGGTTCAAGTTTAATGCCA
<i>MLL1</i>	TGGAGCAGTCACCACAGAAG	TCACACCTGCAAATGAGAGC
<i>PDRM14</i>	CGGAGACAATTCCCTGATGT	CACGGGAATGTCCAGAAACT
<i>DNMT3A</i>	CTGGTGCTGAAGGACTTGGGC	CAGAAGAAGGGGCGGTCATC
<i>DNMT3B</i>	CCGCAGATCAAGCTCAC	GTTATTTTCGGGTTTCGGAC
<i>DNMT3L</i>	ATGAGCAACTGGGTCTGCTT	GGGCTCTCTCTTCCACACAG
<i>DNMT1</i>	AGTGGGGGACTGTGTTTCTG	TGTACGAGAGCTGCATGTCC

Table S2. Primer sets for BSP methylation assay

Genes	upstream primer	downstream primer
<i>OCT4</i>	GGTGTTGAGTAGTTTTTAGGAGAT<br>TT	AAACCATCCCTCCACACAAATCA<br>T
<i>NANOG</i>	GAAGGGATTGAAGGTTATTTGTT	ACACACCTTAAATAAACAACC

How the deposited data were processed for this re-analysis (not part of the article)

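PolyA RNA of 5 bovine ESC lines or culture groups, with 5 libraries each, and of 1 library of bovine fetal fibroblasts (BFF) was sequenced by the authors. bESCs-F7, bESCs-102 and bESCs-3i came from embryos without inhibitor, with MM-102 and with 3 inhibitors, and bESCs-102-5 and bESCs-102-50 are bESCs-F7 cells cultured with MM-102. The values used are raw counts per gene as deposited by the authors, who prepared libraries with a NEBNext Ultra RNA kit, aligned reads with HISAT2 (version 2.0.5), counted them with featureCounts (version 1.5.0-p3) and, per their processing notes, used edgeR (version 3.18.1). The notes and the paper's RNA-seq section name no genome build or annotation for these counts. The table also gives the position and length of each gene. It was checked that all values are whole numbers, and the columns sum to 11034122 to 23723764 counts, with a median of 16455762.5. No 2 libraries of a line were copies, since the chi-square per gene between them was at least 23.0. The columns carry names of their own and were matched to lines by these names, not to single samples.

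Of 30295 entries, 24 name no gene and hold 0.0309% to 0.892% of the counts of a library; they were left out, which leaves 30271 genes. Symbols came from the RefSeq table of cattle genes, in which 25118 genes were found by gene number. 1 column, of cells the paper's RNA-seq figures do not show, was not used. The fibroblast library has no replicate and entered no test.

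Each treated group was compared with bESCs-F7 over the libraries of the 2 groups, and bESCs-102-5 was compared with bESCs-102-50 and bESCs-102 with bESCs-3i. Genes were kept by filterByExpr, scaled by TMM and tested in R 4.3.3 with the robust quasi-likelihood F test of edgeR 4.0.16. Values of p were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1.5, the thresholds that the paper gives for differentially expressed genes within its methylation methods. A comparison of the 10 libraries of the lines from treated embryos with the 15 of bESCs-F7, bESCs-102-5 and bESCs-102-50 was added after the data were examined.

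Genes were named by a rule fixed before the data were examined: up to 10 genes per direction with the largest change among called genes that have a symbol, a mean log2 CPM of at least 1 and no overlap between the groups; every gene that the paper's text names or its Figures 2B, 4B, 5C, 6C and S4 show; in each list up to 4 members with the lowest p, and members that moved against the others; and XIST and KMT2A. The rule is kept throughout, and genes named outside it are marked as named after their values were seen. In total 40 gene lists, of pluripotency, cell type and germ layer markers, signaling and metabolic pathways, chromatin genes and technical signs, were written from textbook knowledge and from the pathways that the paper names. They hold 1145 genes, of which 1121 were found. A list with at least 3 members tested was compared with the other genes by camera in limma 3.58.1 at a preset correlation of 0.01, on log2 CPM with a prior count of 2. Its p was adjusted over the lists of a comparison. The lists whose results count among the main results were chosen after their tests were seen.

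The spread of a line is the mean distance of its libraries to their centroid over the 16498 genes kept over 25 libraries, per gene in log2 CPM, compared by an exact permutation test. Principal components were computed on the same values, centred and not scaled. A gene with no count in a group was given a limit of 3 counts over the libraries of the group, which covers counting error only. At 11034122 to 17744165 counts, this is 0.0445 CPM in bESCs-F7.

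The test was tested on simulated data with 200 genes changed, all with a mean of at least 2 CPM. Counts were drawn independently for each gene, without the differences that libraries of a group share across genes. The percentages below are therefore not the power in the real libraries. Over the 4 comparisons with bESCs-F7, 60% to 80% of genes changed by a log2 of 2 and 87% to 98% of those changed by a log2 of 3 were called, with 2 to 6 false calls. Numbers 1 to 3 in the column names run through the numbered libraries of all groups and come from the authors' naming alone. Over the genes kept over 25 libraries, the deviations of libraries with the same number from the mean of their group's numbered libraries correlated with an r over 0.1 in every pair for bESCs-3i (0.221 to 0.263) and bESCs-102-50 (0.231 to 0.443) against bESCs-F7, not in the other 4 comparisons. Alternatives set before the data were examined were a replicate block on this number, RLE factors, library totals, DESeq2 1.42.0, the exact test of edgeR, no filter on low counts, a minimum of 10 counts in every library, all 25 bESC libraries in 1 fit, the mitochondrially encoded genes left out, a fold threshold of 1 or none, a prior count of 0.5, the 500 most variable genes, an estimated correlation, fry, and leaving out each library in turn. Alternatives added after the data were examined were the libraries named by passage as 1 block of their own in that block, the naming series as a covariate, the libraries named by passage alone, the numbered libraries alone, the exact test on either set, and unadjusted values of p. Other splits of the libraries were counted in 100 draws with a fixed seed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The closing section gives the effect of these choices.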

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

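The tests of the naming series, of the mitochondrially encoded genes without the library F7_1, of the nuclear genes of the respiratory chain and of a mislabelled library, and the comparison of the lines from treated embryos with the bESCs-F7 line, were chosen after the results were seen. In 95 groups of 5 libraries 1 value lay far from the other 4 in 12 cases, where chance alone would give 4.75.

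XIST, the RNA that coats the inactive X chromosome, is not named in the text of the paper and was present in every library of the 2 lines from treated embryos, at no less than 158.5 CPM and up to 936 CPM, whereas the bESCs-F7 line held at most 0.217 CPM, or 2 counts, in any of its 15 libraries. A shift in the dosage of X-linked genes at large is argued against, since their median log2 fold change of 0.034 over 604 genes placed on X by the deposited table exceeded that of 14817 autosomal genes by 0.044. A library exchanged between the 2 sets of lines is argued against by a second gene, since 0 libraries had the USP9Y signal of the other set (at least 6 counts in each library of the bESCs-F7 line and none in the others); an exchange of whole sets is not covered. Founding embryos of different sex may account for it and remain open: USP9Y, a Y-linked gene by RefSeq that the deposited table places on the X chromosome, was above 1 CPM in 14 of the 15 libraries of the bESCs-F7 line (0.474 to 18.7 CPM) and had no count in the 10 libraries of the other lines, while the bound set beforehand asked for all 15. Sex, line and inhibitor treatment of the embryo cannot be told apart with 1 line per treatment, and the paper's text states no sex of the lines. Of the 261 genes called between these lines the deposited table places 23 on the X chromosome, 7 of them higher in the lines from treated embryos and 16 lower, with USP9Y among these 16.

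Mitochondrially encoded genes took 53.4% of the counts in the library F7_1 of bESCs-F7 and 3.97% to 15.1% in the other 4 libraries of this line. Their lower level in bESCs-102-50, with a median log2 fold change of −2.26, may come from this library, since without it the median was −0.32 (camera adjusted p = 0.313). Against the same libraries all 13 genes were also below 0 in bESCs-102, with a median of −2.31 (camera adjusted p = 0.000374; 0.928 with an estimated correlation), and without F7_1 this median was −0.51 (camera adjusted p = 0.116). A lowering of the respiratory chain as a whole is argued against, since its 50 nuclear genes had a median of −0.0053 with quartiles of −0.28 and 0.19. Whether the share in F7_1 reflects the state of the cells or the preparation of the RNA was not tested and stays open.

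Libraries of one line lay far apart on the first principal component, which held 33.9% of the variance over the 25 bESC libraries, while differences between lines made up 7.25% of it. Within lines, 52.4% of its variance lay between the libraries named by passage and the numbered ones, which stood lower by a score difference of −81.2 (permutation test over 100000 arrangements, p = 0.00035). Across 16498 genes its loadings correlated with log2 gene length (Spearman rho = 0.337), so that a bias by gene length, with a bound set beforehand, and a batch that follows the naming of the libraries are candidate explanations, and neither is excluded. A difference in passage or culture between the 2 sets stays open, as the numbered libraries carry no passage. Of the libraries named by passage, the later one scored higher on this component in every group. Scores rose from 16.71 to 39.84 in bESCs-F7, from −61.832 to 136.98 in bESCs-102-5 and from 28.167 to 75.003 in bESCs-102-50. They rose from 5.4752 to 112.61 in bESCs-102 and from 31.009 to 103.16 in bESCs-3i. Passage is therefore a candidate too, with a single library at each passage of a group. No biological explanation was tested.

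The library F7_5_25 of bESCs-102-5 lay at a distance of 1.27 from the centroid of its group, and the other 4 at 0.498 to 0.715. By its name, read as a passage, it is the later of the pair named by passage in this group. In this library POU5F1 stood at −1.14 log2 CPM (8.48 to 10.23 in the other 4) and NANOG at −2.03 (2.95 to 4.82). The mean log2 CPM of the core pluripotency genes was −0.58 (3.46 to 4.65), that of the naïve markers 0.68 (1.87 to 2.21), that of the trophoblast genes 0.51 (2.75 to 2.95) and that of the mesoderm genes 1.30 (−0.11 to 0.28).

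In the library i3_P15 of bESCs-3i POU5F1 stood at 5.38 log2 CPM (8.28 to 8.89 in the other 4), and KMT2A, which encodes MLL1, at 7.55 (5.66 to 6.09). SOX2 stood at 6.33 log2 CPM in the library F7_1 of bESCs-F7 (7.73 to 8.30 in the other 4). The mean log2 CPM of the primed markers was 6.27 in the library i102_P8 of bESCs-102 (5.70 to 5.86 in the other 4). By their names i3_P15 is the later and i102_P8 the earlier of the pair named by passage in its line.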

How the results depend on the processing

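The comparison of the lines from treated embryos with the bESCs-F7 line, every setting that uses the naming series of the libraries, the exact tests on either naming series, the unadjusted values of p and the choice of the gene groups followed here were made after the results were seen. Numbers 1 to 3 run through the names of the numbered libraries and not through those named by passage, so the replicate block planned beforehand was fitted with the latter as a block of their own, a handling chosen after the results were seen. By the check given with the methods bESCs-3i and bESCs-102-50 against bESCs-F7 are read as paired, and in both all 6 libraries correlated best with their own number. With the block 6 genes were called higher and 7 lower in bESCs-3i, the primed markers were not called at 50 µM (median 0.29, 0.0949), neural (0.75, 0.00611) and complement genes (−0.28, 0.0322) were called in bESCs-3i and neural (−0.12), mesoderm (−0.40) and immediate early and heat shock genes (0.29) at 50 µM (0.0263 each), and no other call of a gene group or named gene changed in these 2 comparisons. In the others the libraries share only a number: r ran from −0.281 to 0.418 for bESCs-102 and from −0.0503 to 0.406 for bESCs-102-5 against bESCs-F7, from −0.0812 to 0.104 between the doses and from −0.118 to 0.193 between bESCs-102 and bESCs-3i, with 2, 4, 2 and 2 of 6 libraries best with their own number. There the block gave 8 genes higher and 5 lower in bESCs-102, without DNAH8 (adjusted p = 0.0652), and 129 higher and 185 lower in the lines from treated embryos, and it changed the calls of sensory (−0.29, 0.0667) and glycolysis genes (0.26, 0.0340) at 5 µM, of core pluripotency genes (−0.16, 0.0560), WNT targets (−0.43, 0.0268), HOX genes (−2.09, 0.0972) and immediate early and heat shock genes (−0.32, 0.00862) between the doses, and of core pluripotency (−0.72, 0.0859) and ERK feedback genes (0.38, 0.0542) between bESCs-102 and bESCs-3i. Over all alternatives, 317 counts of called genes stayed within 1.5 times the count reported and 109 moved further. Of the tests of gene groups, 6070 kept their direction and their side of the threshold, 273 lost and 255 gained a call and 34 turned, and of the values of named genes these numbers are 39967, 202, 468 and 6. In 1806 of 40643 values a named gene that was not called changed its sign. No gene was called between bESCs-102-5 or bESCs-102-50 and bESCs-F7 by edgeR with RLE factors, library totals, the exact test, no filter, a minimum of 10 counts, all 25 bESC libraries in 1 fit, the mitochondrially encoded genes left out, a lower fold threshold or none, the naming series as a covariate, the replicate block, or either naming series alone in the quasi-likelihood test, nor without any single library; DESeq2 called 4 genes at 5 µM and the exact tests on part of the libraries called the numbers below, and at an unadjusted p of at most 0.05 without a fold threshold 32 genes were higher and 240 lower at 5 µM and 70 and 322 at 50 µM. Of the groups of genes, 9 of 40 were called for bESCs-102 against bESCs-F7 (0 to 15 under other settings, 6 without i102_P13 to 12 without F7_P21), 5 of 39 for bESCs-3i (0 to 11, 4 without i3_P15 to 12 without F7_P11), 11 of 39 for bESCs-102-5 (0 to 14, 6 without F7_1 to 16 without F7_3) and 7 of 40 for bESCs-102-50 (0 to 10, 4 without F7_1 to 12 without F7_3), where the counts of 0 came from camera with an estimated correlation and from fry. Between bESCs-102-5 and bESCs-102-50 8 of 40 were called (0 to 13, 5 without F7_5_22 to 12 without F7_50_25), between bESCs-102 and bESCs-3i 9 of 39 (0 to 11, 6 without M102_3 to 13 without i102_P8) and for the lines from treated embryos 8 of 40 (0 to 9, 5 without i102_P13 to 9 without F7_5_22). A minimum of 10 counts in every library removes genes without counts in a group, XIST among them; for the changes under the other settings the cause was not tested. Depth limits the genes near the floor, which for 3 counts over the 5 bESCs-F7 libraries lies at 0.0445 CPM. In the values below a number in brackets after a median is its adjusted p from camera.

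With library totals in place of TMM, the median in bESCs-102 against bESCs-F7 was −0.12 for vessel genes (0.00514). The median in bESCs-102-5 against bESCs-F7 was −0.082 for growth factors and receptors (0.0363). For bESCs-102-50 against bESCs-F7 the median was 0.41 for primed markers (0.0855).

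With DESeq2, 59 genes were called higher and 103 lower in bESCs-102 than in bESCs-F7, 64 genes were called higher and 131 lower in bESCs-3i than in bESCs-F7, 4 genes were called lower in bESCs-102-5 than in bESCs-F7, 1 gene was called lower in bESCs-102-5 than in bESCs-102-50 and 5 genes were called higher in bESCs-102 than in bESCs-3i.

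With the exact test of edgeR, 41 genes were called higher and 58 lower in bESCs-102 than in bESCs-F7 and 44 genes were called higher and 74 lower in bESCs-3i than in bESCs-F7.

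With a minimum of 10 counts in every library, 1 gene was called higher and 1 lower in bESCs-102 than in bESCs-F7, 1 gene was called higher and 1 lower in bESCs-3i than in bESCs-F7 and 22 genes were called higher and 57 lower in the lines from treated embryos than in the bESCs-F7 line. In bESCs-102-5 against bESCs-F7 the medians were −0.35 for naïve markers (0.184), −0.45 for sensory genes (0.428) and −0.57 for complement genes (0.238). The medians in bESCs-102-50 against bESCs-F7 were 0.17 for primed markers (0.0985) and −0.33 for complement genes (0.188).

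With all 25 bESC libraries in 1 fit, 26 genes were called lower in bESCs-102 than in bESCs-F7 and 14 genes were called higher and 38 lower in bESCs-3i than in bESCs-F7. For bESCs-102-5 against bESCs-F7 the median was −0.57 for sensory genes (0.165).

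With the libraries named by passage alone, 4 genes were called higher in bESCs-102 than in bESCs-F7, 24 genes were called higher and 20 lower in bESCs-3i than in bESCs-F7 and 11 genes were called higher and 8 lower in the lines from treated embryos than in the bESCs-F7 line. In bESCs-102 against bESCs-F7 the medians were 0.32 for core pluripotency genes (0.279), −0.20 for naïve markers (0.290), 0.33 for primed markers (0.0327), 0.19 for neural genes (0.396), −0.14 for mesoderm genes (0.0145), −0.65 for WNT targets (0.00109), 0.056 for matrix and integrin genes (0.965), 0.13 for amino acid synthesis genes (0.336), 0.14 for mitochondrially encoded genes (0.965) and 0.54 for interferon genes (0.0298). The medians in bESCs-3i against bESCs-F7 were 0.16 for fibroblast genes (0.968), 0.052 for matrix and integrin genes (0.816) and −0.31 for ribosomal protein genes (0.0245). For bESCs-102-5 against bESCs-F7 the medians were 0.27 for naïve markers (0.975), 0.61 for primed markers (0.234), −0.28 for matrix and integrin genes (0.370), 2.62 for mitochondrially encoded genes (0.00692), −0.27 for complement genes (0.453) and 0.86 for interferon genes (0.0207). In bESCs-102-50 against bESCs-F7 the medians were −0.78 for WNT targets (0.0109), −0.35 for mitochondrially encoded genes (0.155) and −0.46 for complement genes (0.120). The medians in bESCs-102-5 against bESCs-102-50 were 0.44 for fibroblast genes (0.308), 0.12 for matrix and integrin genes (0.678) and 0.24 for HOX genes (0.802). For bESCs-102 against bESCs-3i the medians were 0.30 for core pluripotency genes (0.301), −0.089 for WNT targets (0.663) and 0.57 for mitochondrially encoded genes (0.00885). In the lines from treated embryos against the bESCs-F7 line the medians were −0.59 for core pluripotency genes (0.991), 0.56 for fibroblast genes (0.00853), 0.17 for matrix and integrin genes (0.409), 0.063 for amino acid synthesis genes (0.230) and 0.14 for immediate early and heat shock genes (0.00853). ITGA11 in the lines from treated embryos against the bESCs-F7 line had a log2 fold change of 0.29 (adjusted p = 1.00), against −2.91 in the fit reported above. KLF4 in the lines from treated embryos against the bESCs-F7 line had a log2 fold change of 0.20 (adjusted p = 1.00), against −2.26 in the fit reported above. CHAC1 in the lines from treated embryos against the bESCs-F7 line had a log2 fold change of 0.63 (adjusted p = 1.00), against −3.12 in the fit reported above.

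With the numbered libraries alone, 23 genes were called lower in bESCs-102 than in bESCs-F7, 2 genes were called higher and 5 lower in bESCs-3i than in bESCs-F7, 1 gene was called lower in bESCs-102-5 than in bESCs-102-50, 396 genes were called higher and 383 lower in bESCs-102 than in bESCs-3i and 222 genes were called higher and 421 lower in the lines from treated embryos than in the bESCs-F7 line. The medians in bESCs-102 against bESCs-F7 were 0.27 for sensory genes (0.00982), 0.62 for WNT targets (0.00387) and 0.25 for WNT ligands and receptors (0.00327). For bESCs-3i against bESCs-F7 the median was −0.71 for amino acid synthesis genes (0.0212). In bESCs-102-5 against bESCs-F7 the medians were 0.048 for sensory genes (0.0306) and −0.40 for growth factors and receptors (0.0349). The medians in bESCs-102-50 against bESCs-F7 were 0.045 for primed markers (0.688), 0.23 for nuclear respiratory chain genes (0.0181) and 0.030 for ribosomal protein genes (0.581).

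With the exact test on the libraries named by passage, 43 genes were called higher and 54 lower in bESCs-102 than in bESCs-F7, 125 genes were called higher and 96 lower in bESCs-3i than in bESCs-F7, 10 genes were called lower in bESCs-102-5 than in bESCs-F7 and 62 genes were called higher and 41 lower in bESCs-102-50 than in bESCs-F7. COL1A2 in bESCs-3i against bESCs-F7 had a log2 fold change of 2.01 (adjusted p = 0.00967), against −1.71 in the fit reported above.

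With an unadjusted p from that exact test and the fold threshold kept, 262 genes were called higher and 223 lower in bESCs-102 than in bESCs-F7, 413 genes were called higher and 294 lower in bESCs-3i than in bESCs-F7, 149 genes were called higher and 139 lower in bESCs-102-5 than in bESCs-F7, 551 genes were called higher and 224 lower in bESCs-102-50 than in bESCs-F7, 80 genes were called higher and 42 lower in bESCs-102-5 than in bESCs-102-50 and 19 genes were called higher and 28 lower in bESCs-102 than in bESCs-3i.

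With the exact test on the numbered libraries, 221 genes were called higher and 462 lower in bESCs-102 than in bESCs-F7, 83 genes were called higher and 278 lower in bESCs-3i than in bESCs-F7, 3 genes were called higher and 27 lower in bESCs-102-5 than in bESCs-F7, 12 genes were called higher and 78 lower in bESCs-102-5 than in bESCs-102-50 and 477 genes were called higher and 442 lower in bESCs-102 than in bESCs-3i. BMP7 in bESCs-102 against bESCs-F7 had a log2 fold change of 1.87 (adjusted p = 0.00322), against −0.091 in the fit reported above. HOXB3 in bESCs-102-5 against bESCs-102-50 had a log2 fold change of −6.33 (adjusted p = 2.15e-04), against 0.031 in the fit reported above.

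With an unadjusted p from the exact test on the numbered libraries and the fold threshold kept, 431 genes were called higher and 859 lower in bESCs-102 than in bESCs-F7, 228 genes were called higher and 930 lower in bESCs-3i than in bESCs-F7, 28 genes were called higher and 399 lower in bESCs-102-5 than in bESCs-F7, 26 genes were called higher and 171 lower in bESCs-102-50 than in bESCs-F7, 62 genes were called higher and 189 lower in bESCs-102-5 than in bESCs-102-50 and 517 genes were called higher and 463 lower in bESCs-102 than in bESCs-3i.

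With an unadjusted p from the quasi-likelihood test and the fold threshold of 1.5 kept, 138 genes were called higher and 331 lower in bESCs-102 than in bESCs-F7, 141 genes were called higher and 318 lower in bESCs-3i than in bESCs-F7, 16 genes were called higher and 160 lower in bESCs-102-5 than in bESCs-F7, 17 genes were called higher and 102 lower in bESCs-102-50 than in bESCs-F7, 53 genes were called higher and 30 lower in bESCs-102-5 than in bESCs-102-50 and 84 genes were called higher and 85 lower in bESCs-102 than in bESCs-3i.

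Without the mitochondrially encoded genes, the median in bESCs-102-5 against bESCs-F7 was −0.71 for sensory genes (0.136). For bESCs-102-50 against bESCs-F7 the median was 0.20 for primed markers (0.0528).

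Without a filter on low counts, 154 genes were called higher in the lines from treated embryos than in the bESCs-F7 line. In bESCs-102-50 against bESCs-F7 the median was 0.23 for primed markers (0.0710).

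With the naming series as a covariate, 113 genes were called higher in the lines from treated embryos than in the bESCs-F7 line. The median in bESCs-102-50 against bESCs-F7 was 0.27 for primed markers (0.0624).

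At an absolute log2 fold change of at least 1, 169 genes were called higher and 327 lower in the lines from treated embryos than in the bESCs-F7 line.

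With no fold threshold, 475 genes were called higher and 559 lower in the lines from treated embryos than in the bESCs-F7 line.

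Over the 500 most variable genes, the difference in spread between bESCs-102-50 and bESCs-F7 was −0.217 (exact permutation test, p = 0.238).

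With an estimated correlation or with fry the medians stay as they are and the calls end; the adjusted p given here is that with an estimated correlation. In bESCs-102 against bESCs-F7 these were −1.44 for core pluripotency genes (adjusted p 0.928), −0.76 for naïve markers (adjusted p 0.928) and 0.70 for neural genes (adjusted p 0.928), with an adjusted p from fry of 0.904. In bESCs-3i against bESCs-F7 these were −0.94 for matrix and integrin genes (adjusted p 0.678), with an adjusted p from fry of 0.587. In bESCs-102-5 against bESCs-F7 these were −0.80 for naïve markers (adjusted p 0.584), 0.19 for primed markers (adjusted p 0.326), −0.70 for sensory genes (adjusted p 0.514), −0.96 for matrix and integrin genes (adjusted p 0.385) and −0.61 for complement genes (adjusted p 0.326), with an adjusted p from fry of 0.952. In bESCs-102-50 against bESCs-F7 these were 0.20 for primed markers (adjusted p 0.876), −2.26 for mitochondrially encoded genes (adjusted p 0.876) and −0.41 for complement genes (adjusted p 0.876), with an adjusted p from fry of 0.928.

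Single libraries moved the counts of genes by over 1.5 times or set their range as follows. For genes higher in bESCs-102 than in bESCs-F7 (11 with all libraries), the counts were 6 without F7_1, F7_2 and i102_P8, 7 without M102_1 and M102_3 and 18 without F7_P11. For genes lower in bESCs-102 than in bESCs-F7 (11 with all libraries), the counts were 7 without F7_1 and 13 without F7_P11. For genes higher in bESCs-3i than in bESCs-F7 (8 with all libraries), the counts were 4 without F7_2 and i3_1, 5 without F7_1, i3_P7 and i3_2 and 10 without i3_P15. For genes lower in bESCs-3i than in bESCs-F7 (10 with all libraries), the counts were 8 without i3_1 and 17 without F7_P21. For genes higher in the lines from treated embryos than in the bESCs-F7 line (74 with all libraries), the counts were 58 without F7_2 and 160 without F7_5_25. For genes lower in the lines from treated embryos than in the bESCs-F7 line (187 with all libraries), the counts were 124 without F7_2 and 258 without F7_5_25.

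Without single libraries, the medians in bESCs-102 against bESCs-F7 ran from −2.31 (4.54e-05, without i102_P8) to −0.52 (0.0863, without F7_2) for core pluripotency genes, from −1.20 (0.0679, without i102_P13) to −0.33 (0.194, without F7_1) for naïve markers, not called without F7_2 and i102_P8 either (0.144 to 0.175), and from 0.11 (0.344, without F7_3) to 0.41 (0.00542, without F7_P21) for WNT ligands and receptors, called without i102_P8 too (0.0195). Without single libraries, the medians in bESCs-3i against bESCs-F7 ran from −0.65 (0.0251, without F7_P21) to 0.13 (0.722, without F7_3) for amino acid synthesis genes, called without F7_P11 too (0.0246). Without single libraries, the medians in bESCs-102-5 against bESCs-F7 ran from −0.24 (0.109, without F7_5_22) to 0.57 (0.434, without F7_2) for core pluripotency genes, called without F7_P11 and F7_5_25 too (0.0112 to 0.0334), from −0.99 (1.45e-05, without F7_P11) to −0.18 (0.287, without F7_1) for naïve markers, not called without F7_2 and F7_5_25 either (0.392 to 0.403), from 0.085 (0.0429, without F7_1) to 0.55 (7.88e-04, without F7_2) for primed markers, not called without M102_5_2 either (0.0558), from −0.95 (0.00883, without M102_5_1) to −0.14 (0.190, without F7_1) for sensory genes, not called without F7_P11, F7_P21, F7_5_22 and F7_5_25 either (0.0549 to 0.549), from −0.34 (0.0427, without F7_3) to −0.051 (0.862, without F7_1) for growth factors and receptors, called without F7_P11 and M102_5_2 too (0.0104 to 0.0397), from −0.67 (0.0504, without M102_5_1) to 1.79 (9.95e-04, without F7_1) for mitochondrially encoded genes, from −0.096 (0.00220, without F7_5_22) to 0.18 (0.00391, without F7_5_25) for nuclear respiratory chain genes, called without M102_5_3 too (0.00464), from −0.83 (0.00499, without F7_3) to −0.26 (0.277, without F7_1) for complement genes, and from −0.13 (0.00146, without M102_5_1) to 0.25 (6.80e-06, without F7_5_25) for ribosomal protein genes, called without F7_P21, F7_2 and F7_5_22 too (0.00261 to 0.0394). Without single libraries, the medians in bESCs-102-50 against bESCs-F7 ran from 0.029 (0.0916, without F7_50_19) to 0.36 (0.0126, without F7_2) for primed markers, not called without F7_P11, F7_P21, F7_1, F7_50_25 and M102_50_1 either (0.0788 to 0.168), from −1.13 (3.85e-06, without F7_3) to 0.0011 (0.742, without F7_1) for fibroblast genes, not called without F7_2, F7_50_19 and F7_50_25 either (0.126 to 0.660), from −0.55 (0.0191, without M102_50_1) to −0.062 (0.516, without F7_50_25) for WNT targets, from −2.55 (4.21e-06, without F7_P21) to −0.32 (0.313, without F7_1) for mitochondrially encoded genes, and from −0.56 (0.00867, without M102_50_1) to −0.26 (0.0974, without F7_1) for complement genes. Without single libraries, the medians in bESCs-102-5 against bESCs-102-50 ran from −0.62 (1.41e-04, without F7_5_22) to 0.060 (0.0943, without M102_50_2) for core pluripotency genes, not called without F7_5_25 and M102_50_3 either (0.0786 to 0.955), from −0.46 (7.44e-07, without M102_5_1) to −0.088 (0.996, without F7_5_25) for glycolysis genes, not called without M102_50_3 either (0.362), and from −0.12 (0.138, without F7_5_22) to 0.28 (0.0376, without M102_50_3) for nuclear respiratory chain genes, called without F7_5_25 and F7_50_25 too (0.0217 to 0.0252). The difference in spread ran from −0.257 (p = 0.00794, without F7_5_25) to 0.021 (p = 0.921, without M102_5_3) for bESCs-102-5 against bESCs-F7 and from −0.253 (p = 0.00794, without F7_50_25) to −0.121 (p = 0.135, without F7_3) for bESCs-102-50 against bESCs-F7 (exact permutation tests), where the latter did not pass without F7_P11, F7_1, F7_2 or F7_50_19 either (p = 0.0635 to 0.119).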

Differences from the paper's values

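The settings that use only part of the libraries by their naming, and those with an unadjusted p, were chosen after the results were seen. Genes were called at an absolute log2 fold change of at least 1.5 and an adjusted p of at most 0.05, which the paper states for differentially expressed genes among its methylation methods. For bESCs-102 against bESCs-F7 the paper reports 785 up-regulated and 1278 down-regulated genes, and the quasi-likelihood test of edgeR called 11 and 11. For bESCs-3i the paper's counts are 287 and 844, against 8 and 10 here. For bESCs-102-5 they are 656 and 1194 in the paper and 0 and 0 here, with 32 and 240 genes at an unadjusted p of at most 0.05 and no fold threshold, and for bESCs-102-50 they are 460 and 818 in the paper and 0 and 0 here, with 70 and 322 on the same terms.

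None of the alternatives set before the data were examined came within 1.5 times of any of these 8 counts. DESeq2 called 59 and 103 genes for bESCs-102, 64 and 131 for bESCs-3i, 0 and 4 for bESCs-102-5 and 0 and 0 for bESCs-102-50, and the exact test of edgeR, which the paper names in the same methylation methods, called 41 and 58, 44 and 74, 0 and 0, and 0 and 0. RLE factors, library totals, no filter, a minimum of 10 counts, all 25 bESC libraries in 1 fit, the mitochondrially encoded genes left out, a fold threshold of 1 or none, and each library left out in turn did not reach the paper's counts either, nor did the replicate block.

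Of the settings chosen after the values were seen, the exact test at an unadjusted p of at most 0.05, with the fold threshold of 1.5 kept, came within 1.5 times of 4 of the 8 counts. With the numbered libraries alone it gave 859 genes lower in bESCs-102 (the paper's 1278) and 228 higher and 930 lower in bESCs-3i (the paper's 287 and 844), and with the libraries named by passage alone it gave 413 higher in bESCs-3i (the paper's 287) and 551 higher in bESCs-102-50 (the paper's 460). No setting that was run came within 1.5 times of the paper's 785, 656, 1194 or 818. The paper's lists of called genes are not at hand, so it was not counted how many of them these settings drop.

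The paper describes bESCs-102 as having raised naïve and primed markers, which 8 of 10 primed and 3 of 4 naïve markers of Figure 2B follow in sign without being called. Over the whole lists, 9 of 11 naïve markers were below 0 with a median of −0.76, and the primed markers had a median of 0.077. By qRT-PCR the paper itself finds pluripotency genes, OCT4, SOX2 and NANOG among them, slightly lower in bESCs-102. The paper places bESCs-3i with bESCs-F7 and bESCs-102 apart on the second principal component. Here the mean PC2 score was 45.5 in bESCs-F7, −21.8 in bESCs-102 and −23.8 in bESCs-3i, and the centroid of bESCs-F7 lay 0.650 from bESCs-3i and 0.617 from bESCs-102.

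The up-regulated genes of bESCs-102 are assigned to the TGF-beta pathway among others. Here 15 of 38 genes of the TGF-beta and BMP pathways were above 0, whereas 6 of 10 TGF-beta genes of Figure 5C and 19 of 28 WNT ligands and receptors were. The paper assigns genes raised in bESCs-3i to the synthesis of amino acids, where 15 of 17 genes were below 0 with a median of −0.48; its 7 glycolysis genes of Figure 5C were all above 0. Blood vessel, skeletal, mesoderm and endoderm structures are lower in bESCs-102 in the paper, and these groups had medians of −0.75, −0.16, −0.63 and −0.19 here without being called.

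The paper finds replicates closer together in bESCs-102-5 than in bESCs-F7. The mean distance to the centroid was 0.740 in bESCs-102-5 and 0.780 in bESCs-F7 (exact permutation test, p = 0.857), which rests on the library F7_5_25: when it is left out the difference is −0.257 (exact permutation test, p = 0.00794, the smallest that it can give), as the paper states. In bESCs-102-50, for which the paper says the same, the distance was 0.604 (exact permutation test, p = 0.0397), a result that did not pass when F7_P11 (0.0714), F7_1 (0.119), F7_2 (0.0873), F7_3 (0.135) or F7_50_19 (0.0635) was left out, nor over the 500 most variable genes (exact permutation test, p = 0.238). Oxidative phosphorylation is assigned to genes higher in bESCs-F7, and of the 9 genes of Figure 6C 5 were below 0 in bESCs-102-5 with a median of −0.060 and all 9 in bESCs-102-50.

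For bESCs-102-50 the paper names WNT and mTOR signaling, of which 1 of 5 genes tested of Figure 6C was above 0 with a median of −0.11; 14 of 25 WNT ligands and receptors and 15 of 29 mTOR genes were. For the MAPK pathway in bESCs-102-5, 22 of 31 genes were above 0 with a median of 0.065, and of the intracellular PI3K-AKT components 17 of 27, while no gene of them was called. Of the growth factors and receptors of both pathways 19 of 46 were above 0, with a median of −0.23. The matrix and integrin genes of PI3K-AKT signaling had a median of −0.96, so only part of these genes leans the way that the paper states.

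Histone methylation genes are higher in all treated groups in the paper. Of the 37 genes of Figure S4A tested, 13 were above 0 in bESCs-102, against 22 in bESCs-3i, 23 in bESCs-102-5 and 21 in bESCs-102-50. Acetylation genes are more active in bESCs-102 in the paper, and 5 of the 16 genes of Figure S4C were above 0 there, against 10 in bESCs-102-5 and 11 in bESCs-102-50. Ubiquitination genes are more active in bESCs-102, bESCs-102-5 and bESCs-102-50 in the paper. Of the 6 genes of Figure S4B, 5 were above 0 in bESCs-102 and 4 each in bESCs-102-5 and bESCs-102-50. Their medians were 0.069, 0.11 and 0.14 in that order. No gene of them had an unadjusted p of at most 0.05 by edgeR, so these signs are not read as a rise.

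By qRT-PCR, which measures RNA by another assay, the paper finds MLL1 lower in bESCs-102 and at 50 µM MM-102, OCT4 and NANOG higher in the treated cultures, SOX2 lower at 5 µM and PRDM14 higher with MM-102. In the RNA-seq counts KMT2A, which encodes MLL1, had log2 fold changes of 0.062 in bESCs-102 (standard error 0.45) and 0.26 in bESCs-102-50 (standard error 0.44). NANOG had log2 fold changes of −0.52 in bESCs-102-5 and −0.0095 in bESCs-102-50. POU5F1, which encodes OCT4, had 0.22 and 0.41, each smaller than its standard error, so no direction is read from them. Within bESCs-102-5 both genes were far lower in the library F7_5_25 than in the others. SOX2 stood at 0.23 in bESCs-102-5 (standard error 0.36), and PRDM14 at −1.14 in bESCs-102, −0.57 in bESCs-3i, −0.034 in bESCs-102-5 and 0.13 in bESCs-102-50, none of them called. By Western blotting, which measures protein, the paper finds PRDM14 raised in bESCs-102-5 and lowered in bESCs-102.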

Other observations

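The comparison of the lines from treated embryos with the bESCs-F7 line, the settings that use the naming of the libraries, the unadjusted values of p and the choice of the gene groups below followed after the results were seen.

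Glycolysis and hypoxia genes were higher in bESCs-102-50 than in bESCs-F7 as groups, a result that the paper does not report at 50 µM. Of 21 glycolysis genes 20 had a positive log2 fold change, with a median of 0.52 (camera adjusted p = 5.01e-07), and of 20 hypoxia genes 17, with a median of 0.53 (camera adjusted p = 2.32e-05); with an estimated correlation neither group was called (camera adjusted p = 0.876). The glucose transporter SLC2A3 had 1418 ± 969 CPM (mean ± SD, 5 libraries) against 524 ± 357, with a log2 fold change of 1.44 (standard error 0.58), and the glycolytic enzyme PGK1 589.6 ± 436 against 249 ± 127, with one of 1.25 (standard error 0.48). CA9, a carbonic anhydrase that hypoxia induces, had 5.92 ± 2.25 CPM against 2.59 ± 1.58. No gene of either group was called (edgeR adjusted p = 0.965 for these 3 genes), and at an unadjusted p of at most 0.05 each group held 3 genes, all higher. Both groups were called without any single library; leaving out M102_50_3 lowered the median of the glycolysis genes to 0.20 (0.00158) and leaving out F7_3 raised it to 0.83 (5.56e-10). Fry, a rotation test, called neither group (0.928).

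Trophoblast genes were lower in bESCs-102 than in bESCs-F7 as a group, with all 10 genes tested below 0 and a median log2 fold change of −1.16 (camera adjusted p = 0.00157; 0.928 with an estimated correlation). The keratin gene KRT18 had 68.3 ± 40.1 CPM against 160.3 ± 72.5, and KRT7 2.23 ± 1.17 against 9.50 ± 9.13, with a log2 fold change of −2.10 (standard error 0.69; edgeR adjusted p = 0.501). The group was called without any single library, with a median of −0.63 when F7_1 was left out, and was not called in the libraries named by passage alone (median −0.60, camera adjusted p = 0.134).

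In bESCs-102 against bESCs-3i all 21 glycolysis genes were below 0, with a median of −0.60 (camera adjusted p = 0.000374; 0.799 with an estimated correlation), and 23 of 28 WNT ligands and receptors and 10 of 12 WNT targets were above 0, with medians of 0.43 (0.00208; 0.464 with an estimated correlation) and 0.80 (0.00551; 0.740 with an estimated correlation). Leaving out i3_P15 gave the WNT ligands and receptors a median of 0.66 (0.00404) and ended the call of the WNT targets (0.91, camera adjusted p = 0.0564), as did a minimum of 10 counts (0.44, 0.0537). In the libraries named by passage alone none of the 3 groups was called, with medians of −0.069 for glycolysis genes (0.301), 0.042 for WNT ligands and receptors (0.947) and −0.089 for WNT targets (0.663).

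Between the 10 libraries of the lines from treated embryos and the 15 of the bESCs-F7 line, 74 genes were called higher and 187 lower of 15464 tested, including 17 and 47 without a symbol. DESeq2 called 89 and 256 and the exact test of edgeR 86 and 228, the replicate block gave 129 and 185, and the libraries named by passage alone gave 11 and 8 and the numbered ones 222 and 421. With F7_2 left out the counts were 58 and 124, and with F7_5_25 left out 160 and 258. LIN28A, an RNA-binding protein of pluripotent cells, was lower, at 44.3 ± 20.8 against 173 ± 135 CPM (log2 fold change −1.96, standard error 0.51, adjusted p = 0.0213), and LEFTY2, a target of NODAL signaling, at 0.157 ± 0.191 against 7.33 ± 10.2 CPM (−5.45, adjusted p = 0.00434). TTR, a transport protein of endoderm, was higher, at 10.4 ± 9.42 against 1.38 ± 2.21 CPM (2.96, adjusted p = 0.00913). LIN28A and TTR were not called in the libraries named by passage alone, where LEFTY2 was too low to be tested. Each treatment of embryos is represented by 1 line.

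The libraries were regrouped at random. For bESCs-102 against bESCs-F7 1 of 100 splits, the real one with 22 genes, gave as many, and the highest other gave 4. This argues against a chance arrangement of these libraries only. With 1 line per treatment the splits cannot separate the treatment from the line or its sex. For bESCs-3i against bESCs-F7 3 of 100 splits gave as many as the real 18, under the bound by this count, but the highest other gave 1080, so the 18 genes are not told apart from a structure of the samples by these splits. The splits were drawn without regard to the numbers by which this comparison is read as paired, so they give no paired test. The split with 1080 genes places F7_P11, F7_P21, F7_2, i3_P7 and i3_P15 together, which apart from F7_2 follows the naming of the libraries. Within the libraries named by passage 24 genes were higher and 20 lower in bESCs-3i, and within the numbered ones 2 and 5. For the lines from treated embryos against the bESCs-F7 line 3 of 100 splits gave as many as the real 261, with 291 as the highest other. The comparison was chosen after the data were seen and a split of this size calls more genes than the real one, so chance is not taken as excluded.

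In 4 comparisons the quasi-likelihood test of edgeR called no gene, so that every split gives as many by construction and the splits decide nothing about chance. For bESCs-102-5 against bESCs-F7, with 100 of 100 splits, the highest other split gave 299 genes; 32 genes were higher and 240 lower at an unadjusted p, DESeq2 called 0 and 4, and the exact test 0. For bESCs-102-50 against bESCs-F7, with 100 of 100, the highest other gave 285; 70 and 322 genes passed at an unadjusted p, and DESeq2 and the exact test called 0. For bESCs-102-5 against bESCs-102-50, with 100 of 100, the highest other gave 939; 386 and 126 genes passed at an unadjusted p, DESeq2 called 0 and 1, and the exact test 0. For bESCs-102 against bESCs-3i, with 100 of 100, the highest other gave 986; 481 and 606 genes passed at an unadjusted p, DESeq2 called 5 and 0, and the exact test 0. This last split places i102_P8, i102_P13, M102_2, i3_P7 and i3_P15 together, which apart from M102_2 follows the naming of the libraries, and the numbered libraries alone gave 396 genes higher and 383 lower in bESCs-102, those named by passage 0 and 0. Splits that call this many genes where the real one calls none point to a structure of the samples other than their group.

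The fibroblast library BFF, which has no replicate and entered no test, held 19288227 counts, 3.01% of them from mitochondrially encoded genes. Without TMM scaling COL1A1 stood at 8659.6 CPM, FN1 at 3281, COL3A1 at 1053, DCN at 414 and KMT2A at 124 CPM. XIST, POU5F1, SOX2, NANOG and LIN28A are listed at 0 in this library.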
